# *Lactobacillus rhamnosus* CNCMI-4317 Modulates *Fiaf/Angptl4* in Intestinal Epithelial Cells and Circulating Level in Mice

**DOI:** 10.1371/journal.pone.0138880

**Published:** 2015-10-06

**Authors:** Elsa Jacouton, Núria Mach, Julie Cadiou, Nicolas Lapaque, Karine Clément, Joël Doré, Johan E. T. van Hylckama Vlieg, Tamara Smokvina, Hervé M Blottière

## Abstract

**Background and Objectives:**

Identification of new targets for metabolic diseases treatment or prevention is required. In this context, FIAF/ANGPTL4 appears as a crucial regulator of energy homeostasis. Lactobacilli are often considered to display beneficial effect for their hosts, acting on different regulatory pathways. The aim of the present work was to study the effect of several lactobacilli strains on *Fiaf* gene expression in human intestinal epithelial cells (IECs) and on mice tissues to decipher the underlying mechanisms.

**Subjects and Methods:**

Nineteen lactobacilli strains have been tested on HT–29 human intestinal epithelial cells for their ability to regulate *Fiaf* gene expression by RT-qPCR. In order to determine regulated pathways, we analysed the whole genome transcriptome of IECs. We then validated *in vivo* bacterial effects using C57BL/6 mono-colonized mice fed with normal chow.

**Results:**

We identified one strain (*Lactobacillus rhamnosus* CNCMI–4317) that modulated *Fiaf* expression in IECs. This regulation relied potentially on bacterial surface-exposed molecules and seemed to be PPAR-γ independent but PPAR-α dependent. Transcriptome functional analysis revealed that multiple pathways including cellular function and maintenance, lymphoid tissue structure and development, as well as lipid metabolism were regulated by this strain. The regulation of immune system and lipid and carbohydrate metabolism was also confirmed by overrepresentation of Gene Ontology terms analysis. *In vivo*, circulating FIAF protein was increased by the strain but this phenomenon was not correlated with modulation *Fiaf* expression in tissues (except a trend in distal small intestine).

**Conclusion:**

We showed that *Lactobacillus rhamnosus* CNCMI–4317 induced *Fiaf* expression in human IECs, and increased circulating FIAF protein level in mice. Moreover, this effect was accompanied by transcriptome modulation of several pathways including immune response and metabolism *in vitro*.

## Introduction

Over the last decades, increased obesity is associated with increased metabolic syndromes characterized by type-2-diabetes (T2D), cardiovascular diseases (CVD) or low-grade inflammation. Regarding the increased prevalence of these diseases, scientific interest has emerged in developing new therapeutic approaches. The recognition of FIAF (Fasting Induced Adipose Factor) protein as a central regulator of energy homeostasis emphasized it as a strong candidate in obesity-associated disorders treatment and/or prevention. FIAF also known as ANGTPL4 (angiopoietin-like 4), is an adipokine expressed in several tissues including adipose tissue, liver, intestine and heart. With increasing studies on FIAF, it seems that its physiological effects are tissues dependent. FIAF inhibits lipoprotein lipase (LPL) and promotes lipolysis resulting in increased triglycerides (TGs) serum level and decreased free fatty acids (FA) and cholesterol uptake into different tissues [1, 2]. Although a direct interaction has been established, exact mechanism of LPL inhibition is still not fully elucidated [3–5].

Conflicting data on the role of FIAF in glucose and lipid metabolism have been reported. Even transgenic mice showed impairment in glucose tolerance, overexpression of *Fiaf* gene in diabetic mice improvesd hyperglycemia and glucose tolerance [1, 6]. *In vivo*, rodent experiments have associated FIAF to hyperlipidemia, caused by decreasing very low-density lipoprotein (VLDL) clearance [7]. These data were supported by human genetic studies, which revealed lower plasma TGs in E40K variant [8, 9]. However, other studies failed to correlate FIAF level to plasma TGs levels [10]. FIAF beneficial effects have been reported against inflammation induced by high fat diet (HFD) by limiting macrophages lipid overload [11] and in no reflow protection after cardiac infarcts [12]. Recently, a higher circulating *Fiaf* level has been described in people characterized by a low gene count (LGC) microbiome and associated with marked inflammatory phenotype and adiposity [13].

Thus, FIAF displays a critical role in lipid and glucose metabolism even if more knowledge about mechanisms of action is required to better understand the physiological effects of FIAF regulation.

*Fiaf* gene is considered as a target gene of peroxisome proliferator-activated receptors (PPARs) but several others regulators including glucocorticoids, and recently biliary acids have been described as *Fiaf* mediators [14–16]. Mice exhibiting a conventional microbiota but with intestinal *Fiaf* gene suppression are not protected against HFD-induced obesity as their GF counterparts [17] showing microbiota driven *Fiaf gene* regulation.

More and more evidences revealed that some probiotics up-regulate intestinal FIAF expression through reactive oxygen species (ROS) or short chain fatty acids (SCFA) release [18, 19]. Recently, a transcriptome analysis of murine jejunum revealed the induction of *Fiaf* after *Lactobacillus rhamnosus* (*L*. *rhamnosus*) HN001 administration [20]. *Lactobacillus paracasei* (*L*. *paracasei*) *F19* induced *Fiaf* gene expression in a PPAR-γ, PPAR-α dependent manner and decreased fat storage under HFD. This effect seemed mediated by a non-identified secreted compound [21]. Thus, molecular mechanisms and microbial effectors regulating its expression are still poorly understood.

Lactobacilli largely used in daily food and especially in fermented dairy products, can be delivered in amount up to 10^12^ live bacteria into the digestive tract. Thus, being in direct contact with the intestinal mucosa, lactobacilli represent a large source of potential regulators of host physiology. In this context, we assessed the ability of 19 bacterial strains of *L*. *paracasei* and *L*. *rhamnosus* species to modulate *Fiaf* gene expression in IECs. In order to dig into the biological mechanism involved, we realized a whole genome transcriptome analysis of epithelial cells in contact with different bacterial strains. Finally, we used mono-colonized mice to validate *Fiaf* regulation in an *in vivo* model and to determine the impact of its modulation on host physiology.

## Material and Methods

### Epithelial cells culture and reagents

The human intestinal epithelial cell lines HT–29 was obtained from the American Type Culture Collection (ATCC, Rockville, MD). HT–29 cells were cultured in DMEM supplemented with 10% heat-inactivated fetal calf serum (FCS), 2 mM L-glutamine (Sigma), 1X Non essential Amino acid (Invitrogen), penicillin (50 IU/ml) and streptomycin (50 μg/ml) in an humidified atmosphere containing 10% CO2 at 37°C. After seeding, cells were grown 48h in 6 or 12 wells plate in antibiotic-free medium at 3.25X10^5^ and 6.5X10^5^ respectively. Medium was changed just before the addition of bacterial or reagents for 6h.

Rosiglitazone (used as positive control), GW9662, GW6471 and GW7647 (Cayman chemicals) were dissolved in DMSO following the manufacturer’s instructions and diluted at 100μM in antibiotic-free DMEM. They were used at a final concentration of 10μM except for GW6471 at 1μM. The antagonists (GW9662, GW6471) were added 1h before challenging with rosiglitazone or GW7647 respectively.

### Bacterial strains culture and screening

Bacteria from Danone collection (Table A in S1 File) were cultivated in MRS (Man, Rogosa and Sharpe medium, Oxoid CM0359) at 37°C in pseudo-aerobic condition. Bacterial cultures (stationary phase) were centrifuged at 5,000x g for 10 min. Conditioned media (CM) were then collected, and filtered on 0.2*μ*m PES filters. Bacterial pellets were washed twice in PBS and resuspended in antibiotic-free DMEM at OD_600_ = 0.1 (corresponding to mean Multiplicity Of Infection ranging from 23 to 113 bacteria for 1 cell) for bacteria. Cells were stimulated with 20% final volume of bacterial culture.

To respect the same ratio (bacteria/cell), Heat Inactivated (HI) bacteria, prepared at OD_600_ = 1 and heated at 80°c for 20 min, were added at 10% of final volume.

Conditionned media (CM), were used at 10% of final volume to limit the presence of lactic acid.

Transwell^TM^ permeable support (Corning) was used to separate bacterial strain from cells for contact dependency test. In those assay, HT–29 were grown in the bottom of 24-well plates, transwell were then added and bacteria were seeded in the transwell preventing direct contact.

### RNA extraction and quantitative real-time PCR (RT-qPCR) of *Fiaf* gene on HT–29 cells

Total RNA of HT–29 cells incubated with different bacterial strains was extracted using Qiashredders column and purified using RNeasy mini-kit (Qiagen, Courtaboeuf, France) according to the manufacturer's recommendations. RNA concentration was measured by using a NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, USA), and the RNA integrity value (RIN) was assessed by using a 2100 Bioanalyzer (Agilent Technologies Inc., Santa-Clara, USA). All samples had a RIN above 9,6. Briefly, cDNAs synthesis was realized from 1μg of RNA using High Capacity cDNA Reverse Transcription kit (Applied Biosystems, USA) according to the manufacturer’s instructions. cDNAs were diluted at 20ng/ml. RT-qPCR were carried out with Taqman probes (Life technologies, France; Table B in S1 File) according to manufacturer instructions using an ABI Prism 7700 (Applied biosystems, USA) thermal cycler in a reaction volume of 25μl. For each sample and each gene, PCR run were performed in triplicates. In order to quantify and normalize the expression data, we used the ΔΔCt method using the geometric mean Ct value from *β-Actin* and *Gapdh* as the endogenous reference genes [22].

### Microarray analysis of HT–29 cells

Raw microarray data have been deposited in the GEO database under accession no. (GSE62311).

A total of 28 microarrays were analysed: 8 replicates of HT–29 cells at different passage number for *L*. *rhamnosus* CNCMI–4317 treatment, rosiglitazone (positive control) and DMEM (negative control) and four replicates for *L*. *rhamnosus* CNCMI–2493. We used the Illumina human genome microarrays (HumanHT_12 v4 Expression BeadChip Kit, SanDiego,USA). For each sample, 750ng of labelled cDNA was synthesized from total RNA using Ovation PicoSL WTA System v2 and Encore BiotinIL Module kits (Nugen Technologies, Inc. Leek, The Netherlands). The slides were scanned with iScan Illumina and data recovered using GenomeStudio Illumina software (version 1.0.6). All microarray analyses, including pre-processing, normalization and statistical analysis were carried out using 'Bioconductor' packages in R programming language (version 3.0.2) (for more detail concerning data normalization, see S1 file).

The list of differentially expressed (DE) genes were uploaded into using Ingenuity Software (IPA; version 5.5, Ingenuity Systems, Redwood City, CA) to identify relevant molecular functions, cellular components and biological processes using a right-tailed Fisher’s exact test. IPA computed networks and ranked them following a statistical likelihood approach [23]. All networks with a score of 25 and at least 30 focus genes were considered to be biologically relevant.

Additionally, ErmineJ software program was used as a complementary method to relate changes in gene expression to functional changes. ErmineJ software program is based on overrepresentation of Gene Ontology (GO) terms. GO terms were considered significantly at a FDR < 5%.

To technically validate the data generated in the microarray study, quantitative RT-qPCR was carried out on 12 selected candidate genes (Table B in S1 File, see S1 File for more detail). This set of genes were analysed using a linear effect model, including treatment of interest as a fixed effect. Differences were considered significant at *P* <0.05.

### *In vivo* experiment

All experiments were handled in accordance with the institutional ethical guidelines. The “Comité d’Ethique en Expérimentation Animale of the Centre INRA of Jouy-en-Josas and AgroParisTech—COMETHEA” ethics committee approved the study. Seven to eleven weeks-old germ-free (GF) C57BL/6 mice (CNRS-CDTA, Orléans, France) were maintained in sterile isolators at INRA ANAXEM germ-free animal facility, 3 to 5 per cages, on *ad libitum* irradiated normal chow (R 03–40, SAFE) in 12h light cycles. Temperature and moisture were carefully controlled. Mice were observed once a day to ensure their welfare. Mice were separated in three groups depending on bacterial gavage. Mice were colonized by one-time gavage of *L*. *rhamnosus* CNCMI–4317 (n = 7), *L*. *rhamnosus* CNCMI–2493 (n = 6) prepared at 1X10^9^CFU/ml in PBS or PBS as control treatment (n = 5). Body weight was recorded twice a week after bacterial or PBS gavage. After eleven days, mice were sacrificed by cervical dislocation and all tissues (intestine, adipose tissues and liver) were removed and flushed with ice-cold PBS within the next 30 minutes. Tissues were immediately snap frozen in liquid nitrogen and stored at -80°C until processed. Colonization was confirmed by bacterial counting of feces and API 50CH (Biomerieux, France).

### Mouse serum analysis

Lipoproteins (FA, total cholesterol, HDL, LDL and triglycerides) and cytokines dosages (GM-SCF, Il–1β, Il–2, Il–4, Il–5, Il–6, Il–7, Il–10, Il-12p70, TNF-α, MCP–1, IFN-γ) were realized on the Anexplo platform (Toulouse, France) using Pentra 400 instrumentation and Milliplex mouse kit (Millipore) coupled to Luminex technology respectively.

Serum FIAF was determined using Angiopoietin-like protein 4, ANGPTL4, ELISA Kit (MyBiosource, San Diego, USA).

### Statistical analysis of RT-qPCR data and metabolites

All data were normally distributed. The values presented herein are expressed as means ± standard deviation (SD). Data were analysed using one-way ANOVA followed by Turkey multiple post-hoc test Graph Pad Prism (version 5). Differences were considered significant at *P* <0.05. A linear regression was conducted to evaluate the association between RT-qPCR and microarray expression.

## Results

### *Fiaf* is up regulated by *L*. *rhamnosus* CNCMI–4317 strain in IECs

In order to evaluate the potential of the two *Lactobacillus* species (*L*. *rhamnosus*, *L*. *paracasei*) in regulating host metabolism, we tested 19 bacterial strains for their ability to modulate *Fiaf* gene expression in IECs by RT-qPCR. HT–29 human epithelial cells were exposed to each bacteria at OD_600nm_ = 0.1 for 6h before RNA extraction. Among the 10 *L*. *paracasei* and 9 *L*. *rhamnosus* strains tested (detailed in Table A in S1 File), *L*. *rhamnosus* CNCMI–4317 showed the most effective activation of *Fiaf* gene expression (*P*<0.001) (Fig 1) suggesting a strain specific effect. This activation corresponded to about 65% of the one induced by rosiglitazone, a selective PPAR-γ ligand (used as positive control). So, we decided to focus our mechanistic analysis on the bacterial strain using *L*. *rhamnosus* CNCMI–2493 as bacterial negative control and *L*. *Rhamnosus* CNCM–4317.

**Fig 1:**
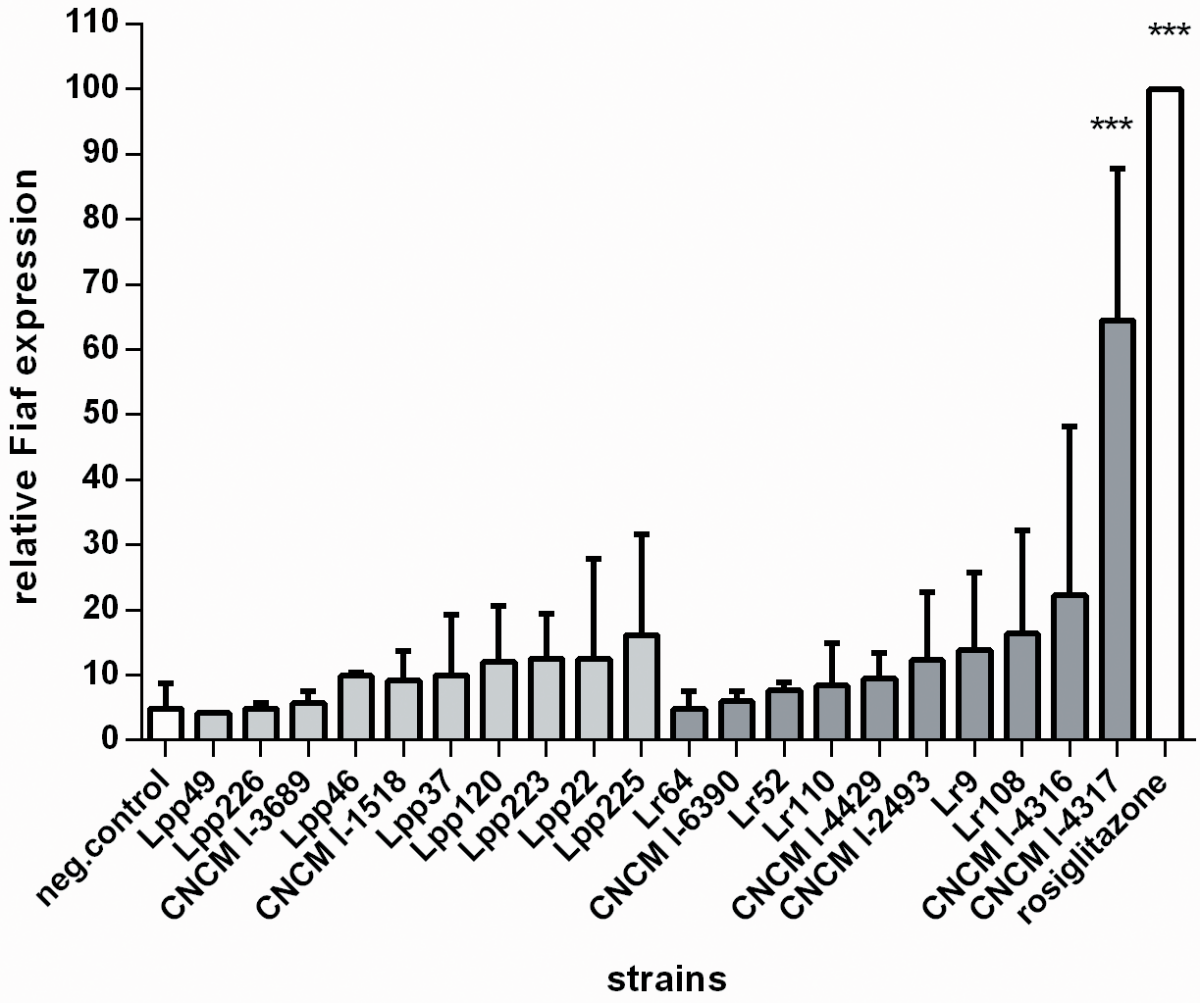
Effect of *L*. *rhamnosus* and *L*. *paracasei* on *Fiaf* expression in IECs. Cells were stimulated 6h with 20% of final volume of bacterial cultures. Bars represent mean of *Fiaf* relative expression (percentage of rosiglitazone) from two to seven independent experiments performed in triplicates. Clear bars correspond to *L*. *paracasei* strains and dark bars correspond to *L*. *rhamnosus* strains. Data are normalized using β-*Actin* as control gene. Stars represent p<0.001 (***) in comparison with negative control (DMEM).

### *L*. *rhamnosus* CNCMI–4317 strain induced the expression of *Fiaf gene* in a PPAR-γ independent but PPAR-α dependent manner in IECs

Since *Fiaf* gene expression is controlled by both PPAR-γ and PPAR-α, we used specific ligands and inhibitors to investigate how *L*. *rhamnosus* CNCMI–4317 strain regulated *Fiaf* expression. Rosiglitazone and GW7647, agonists of PPAR-γ and PPAR-α respectively, increased the expression of *Fiaf* (*P*<0.001; Fig 2), whereas GW9662 and GW6471, the antagonists of PPAR-γ and PPAR-α respectively, strongly inhibited *Fiaf* gene expression (*P*<0.001). Additionally, *L*. *rhamnosus* CNCMI–4317 significantly induced *Fiaf* expression, which was completely abolished in the presence of GW6471 (*P*<0.05), indicating a PPAR-α dependent activation (Fig 2a). On the contrary, GW9662 did not modify *Fiaf* expression induced by the bacterial strain, suggesting that its effect was PPAR-γ independent (Fig 2b).

**Fig 2:**
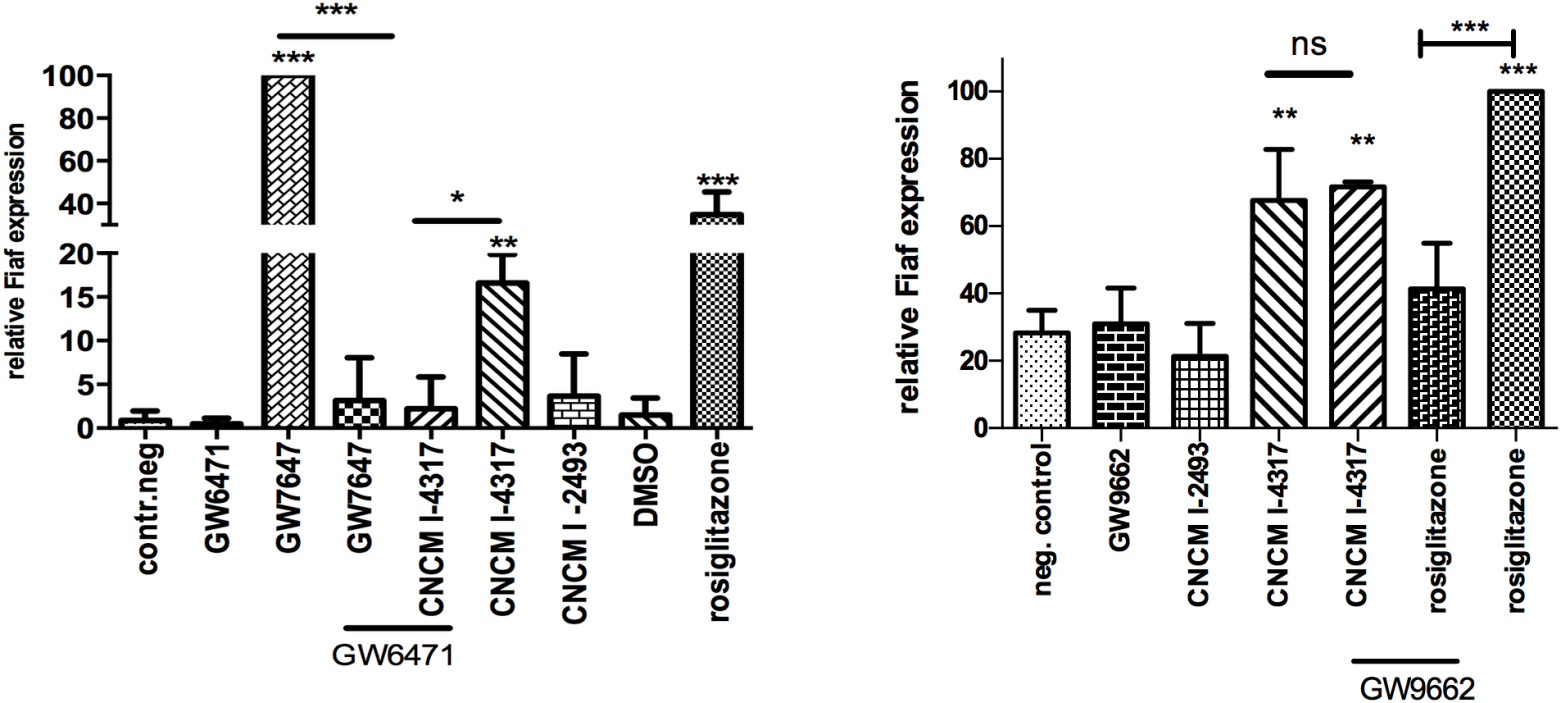
*L*. *rhamnosus* CNCMI–4317 may induce *F*iaf in a PPAR-α independent (a) but PPAR-γ dependent (b) manner. The antagonists (GW7647 and GW9662) were respectively added at 1 and 10μM 1h before challenging with agonists (GW6471 and rosiglitazone) during 6h. Bars represent means of *Fiaf* relative expression (percentage of rosiglitazone and GW7647 respectively) from three independent experiments performed in triplicates. Data are normalized using β-*Actin* as control gene and by GW7647 (a) or rosiglitazone (b). Stars represent p<0.05 (*), p< 0.01 (**) and p<0.001 (***) in comparison with negative control (DMEM). ns represent a non significant difference between *L*. *rhamnosus* CNCMI- 4317 versus *L*. *rhamnosus* CNCMI—4317 supplemented with GW9662.

It is noteworthy that activation of PPAR-α resulted in a stronger regulation of *Fiaf* than PPAR-γ in our cellular model.

### *L*. *rhamnosus* CNCMI–4317 strain might act *via* a surface exposed molecule in IECs

To determine the bacterial effector(s) involved in the activation of *Fiaf by* CNCMI–4317 strain, several bacterial fractions were tested. Conditioned medium (CM) (Fig 3a) and heat inactivated (HI) bacteria (Fig 3b) were not effective on *Fiaf* up-regulation suggesting that the effector was not a secreted product and was heat sensitive (*Fiaf* relative expression was: 50±12.53 and 21.33±14.22 respectively for CM and HI vs 92±17.69 and 87.67±4.16 for bacterial strain; *P*<0.001). The requirement of bacterial-cells direct contact was further assessed. To do so, HT–29 cells were separated from the bacteria using transwell^TM^ permeable support (Corning) in which the bacteria were added (Fig 3c). Using this item, the ability of the lactobacilli to induce *Fiaf* expression was reduced (33.98±14.03 vs 59.78±19.54) suggesting, at least in part, the requirement of a direct contact of bacterial surface factors with HT–29 cells.

**Fig 3:**
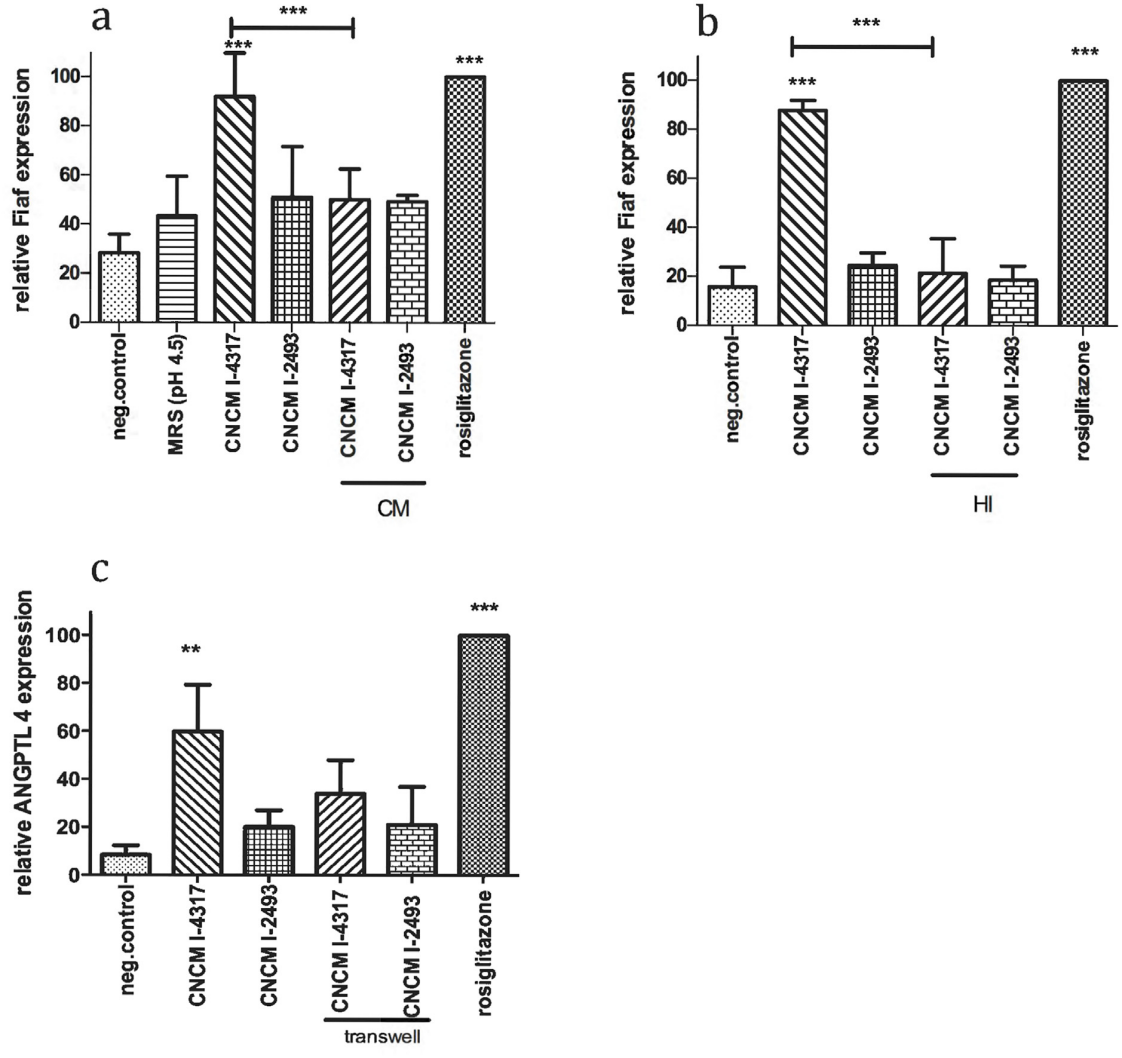
Bacterial effectors characterization. (a) Conditioned media, (b) Heat inactivated bacteria, (c) Transwell. Cells were incubated 6h with 10% of final volume of bacterial fractions (CM, HI) and 20% of bacteria for transwell structure. Transwell prevented contact between cells and bacteria. Bars represent means of *Fiaf* relative expression (percentage of rosiglitazone) from three independent experiments performed in triplicates. Data are normalized using β-*Actin* as control gene. Stars represent p<0.05 (*), p<0.01 (**) and p<0.001 (***) in comparison with negative control (DMEM). ns represents a no significant difference in comparison with negative control.

### *L*. *rhamnosus* CNCMI–4317 modulated gene expression, cell death and survival, cellular growth and proliferation, immune response and lipid metabolism in IECs

We performed a whole genome transcriptome analysis of IECs in response to bacterial strains. HT–29 cells were incubated for 6 hours either with the bacterial strain of interest (*L*. *rhamnosus* CNCMI–4317), a control bacterium that did not induce *Fiaf* gene expression (*L*. *rhamnosus* CNCMI–2493), a culture medium as negative control, or rosiglitazone. 

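RNA from HT-29 cells, a human colon adenocarcinoma line with features of IECs, was measured on 28 Illumina HumanHT-12 v4 arrays after 6 h of treatment. The negative control (culture medium), CNCMI-4317 and rosiglitazone, an agonist of PPAR-γ given at 10 µM, had 8 arrays each, and CNCMI-2493 had 4 arrays. Bacteria were added at an optical density of 0.1. The cells came from 9 passages, and passage pairs the treatments: CNCMI-4317 and the negative control share 7 passages, rosiglitazone and the negative control 8, CNCMI-2493 and the negative control 3, and the bacterial strains 4. Between 17840 and 21734 of the 47323 probes were detected on an array (detection p under 0.05), with medians of 20572.5 for the negative control, 20347.5 for CNCMI-4317, 20986 for CNCMI-2493 and 20215 for rosiglitazone. The number of arrays limits the precision of every difference given. The authors scanned the slides and exported the intensities with GenomeStudio, and used variance-stabilized values after the robust spline normalization of the lumi package. The deposited intensities lie on a linear scale from 87.8 to 16448 with no background subtracted, and the arrays had already been brought to a shared distribution, since they differed by at most 0.71 at any rank. A further deposited table, whose unit is not stated and whose values are not normalized between arrays (array medians from 15.9 to 32.4), served only as an alternative, and whether it holds expression levels or the spread between the beads of a probe is not settled. Starting from the intensities, background was corrected and log2 values were made with neqc of limma, which used the detection p and an offset of 16. The 24827 probes detected on at least 4 arrays were kept, of which 17393 carry the symbol of 1 of 12610 genes and 7434 carry none. limma was fitted over all arrays with treatment and passage as factors, p were adjusted after Benjamini and Hochberg over all kept probes, and a gene counted as DE when a probe of it had an adjusted p under 0.05. The value given for a gene is that of its brightest probe, as a log2 difference with its standard error (SE).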

We performed eight independent cultures of HT–29 cells at different passage number for *L*. *rhamnosus* CNCMI–4317, negative and rosiglitazone controls and four replicates for *L*. *rhamnosus* CNCMI–2493. 

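Most of the differences between the arrays went with cell passage, far more than with treatment. Expression of 13287 of the 24827 probes differed between passages, and that of 59 differed between treatments (F-tests of limma, adjusted p under 0.05). The probes with the strongest passage effect were those of TM4SF4, a membrane protein of the intestinal epithelium, ALDH1A1, an enzyme of retinoic acid synthesis, LYZ, which encodes lysozyme, and GCNT3, an enzyme of mucin glycosylation. Between passages, their levels spanned 6.87, 6.70, 6.87 and 6.76 log2 units. S100P, a calcium-binding protein, spanned 6.44 and AKR1B10, an aldo-keto reductase, spanned 5.95. Given the other factor, passage accounted for 68.9% of the variance summed over probes and treatment for 4.93%, and 21.9% was residual. Noise alone would give treatment a part of its share, and the shares need not add up to the whole. The first principal component held 52.6% of the variance and parted passages 1, 2 and 10 from the others. This split does not follow the passage number. The effect of passage cannot be told apart here from that of the separate cultures. For pairs of arrays of 1 passage and different treatments, the deviations from the treatment means correlated across probes with a median r of 0.575, against -0.057 for pairs of different passages (probes are not independent replicates). The arrays of passage 12 were the exception, with an r of -0.318 between them.

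**Figure D1:**
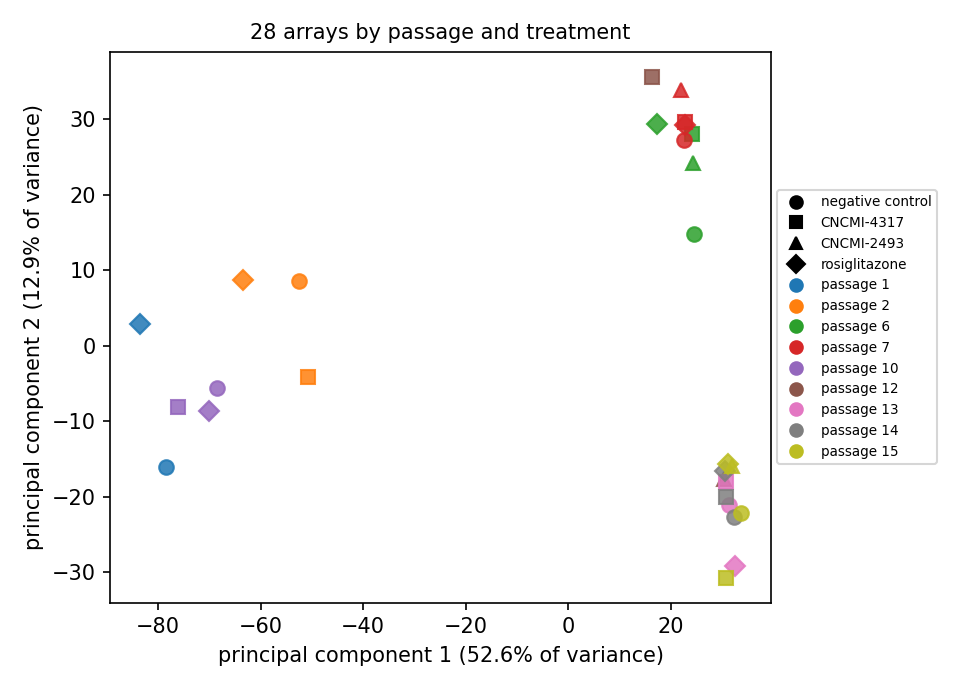
Scores of the 28 arrays on the first and the second principal component of the log2 values, which hold 52.6% and 12.9% of the variance; colours stand for passages and marker shapes for treatments. The mean scores of passages 1, 2 and 10 on the first component are -81.0, -55.6 and -71.6, and those of the other passages lie between 22.5 and 31.9.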

In view of the strong effect of the cell culture (S1 Fig), we decided to include it as a covariable in the statistical model. We failed to detect genes significantly differentially expressed (DE) between *L*. *rhamnosus* CNCMI–2493 and the negative control (without bacterial strain), and we also hardly detected significant differences between the two bacteria *L*. *rhamnosus* CNCMI–4317 and CNCMI–2493 (data not shown). However, when comparing *L*. *rhamnosus* CNCMI–4317 strain and rosiglitazone to the negative control, respectively 63 and 21 genes were modulated (*P*<0.05). 

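No gene was DE between CNCMI-2493 and the negative control, and none between the bacterial strains (0 genes each in limma). At an unadjusted p under 0.05 there were 761 and 1241 probes, where chance gives 1241, but 2303 and 1856 with arrayWeights. With the replicate number as the block there were 4238 and 3491. That number does not pair the passages of the treatments, so these counts hold differences between passages as well and do not show an effect of a strain. Genes of the immediate early response, which cells induce within minutes to hours of a stimulus, were nevertheless higher as a group with CNCMI-2493 than in the negative control (36 measured, 5 higher when adjusted over the list alone, camera adjusted p = 2.9e-11, and adjusted p = 0.0127 with an estimated correlation). Among them were the transcription factors EGR3 at 0.69 (SE 0.16) and EGR1 at 0.63 (SE 0.16), the mRNA decay factor ZFP36 at 0.70 (SE 0.20) and IER3 at 0.43 (SE 0.12), a gene of cell survival. With the further deposited table, which may not hold expression levels, the adjusted p of the list was 0.542 and the difference of EGR1 was -0.028. Genes of the hypoxia response were higher with CNCMI-4317 than with CNCMI-2493 (39 measured, 13 higher when adjusted over the list alone, camera adjusted p = 7.8e-18, and adjusted p = 0.0192 with an estimated correlation), but the rotation test fry gave an adjusted p of 0.0518. They include DDIT4, an inhibitor of mTOR signalling, at 0.95 (SE 0.27) and SLC2A3, a glucose transporter, at 0.69 (SE 0.21). The log2 level of Fiaf (ANGPTL4) with CNCMI-2493 was 8.03 ± 0.55 (SD, n = 4 arrays). Its difference from the negative control was 0.47 (SE 0.23, adjusted p = 1.00), with higher levels in 3 of 3 passages (exact two-sided sign-flip permutation test, p = 0.25, the smallest that 3 pairs allow). Fiaf was higher with CNCMI-4317 than with CNCMI-2493 by 0.96 (SE 0.21, adjusted p = 0.96). This held in 4 of 4 passages (same exact test, p = 0.125, the smallest that 4 pairs allow), whereas the further deposited table gave -0.0017. For Fiaf alone, the 95% confidence interval was 0.0042 to 0.94 for CNCMI-2493 against the negative control. For CNCMI-4317 against CNCMI-2493 it was 0.51 to 1.40. Both intervals exclude 0, the former narrowly, but they are not adjusted over the probes. In simulated data with these groups, a change of 0.5 was found for 43.3% of the changed probes in either comparison. There, 67 probes changed by 0.5 together with 67 by 1 and 66 by 1.5, which eases the adjusted threshold. The share may therefore be lower where few probes change.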

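With CNCMI-4317, 24 genes were higher and 8 were lower than in the negative control (38 probes, 5 of them without a gene symbol, adjusted p under 0.05 in limma). PIM1, a serine/threonine kinase that promotes cell survival, rose by 1.03 (SE 0.12, adjusted p = 2.3e-04) and was higher in 7 of 7 passages. ANKRD37, an ankyrin repeat protein and a target of the hypoxia-inducible factor, had the largest rise with 1.58 (SE 0.20, adjusted p = 4.3e-04, higher in 7 of 7 passages), but with no background correction its rise was 0.77 and came 4th, behind that of the mTOR inhibitor DDIT4, which the paper names as the most activated. The largest fall was that of AXIN2, a Wnt target that restrains Wnt signalling, with -0.61 (SE 0.12, adjusted p = 0.029, lower in 7 of 7 passages). It was followed by falls of the zinc finger gene ZNF689, the ribosome assembly factor FSAF1 (C1orf131) and the transcriptional regulator IFRD1 between -0.55 and -0.52. With rosiglitazone, 18 genes were higher and none was lower (24 probes). After Fiaf, the largest rise was that of GCOM1, a readthrough transcript that joins MYZAP and POLR2M, with 1.47 (SE 0.09, adjusted p = 1.9e-09, higher in 8 of 8 passages), but its other probes gave 0.56 and 0.01, the last of them brighter in the negative control (6.57 against 6.44). CHKA, the choline kinase of phospholipid synthesis, rose by 0.71 (SE 0.08, adjusted p = 3.9e-05). At an unadjusted p under 0.05 there were 2507 probes for CNCMI-4317 and 1625 for rosiglitazone. Without passage in the model 0 and 4 genes were DE, and with the further deposited table, which may not hold expression levels, 0 and 0. Leaving out passage 6, 7, 10, 13, 14 or 15 left 15, 7, 12, 9, 8 or 7 genes for CNCMI-4317, of which 1, 0, 0, 0, 0 or 0 were lower, and leaving out passage 1 or 2 left 11 or 10 for rosiglitazone.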

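Among the 32 genes DE with CNCMI-4317 and the 18 DE with rosiglitazone, 1 was shared and moved the same way, Fiaf (ANGPTL4), where chance overlap of the higher genes gives 0.0343 for independent comparisons. Both comparisons share the controls: in 100 simulations of unchanged groups against shared controls, the 24 and 18 higher genes with the smallest p had 1.7 in common in the mean (range 0 to 6), against 1 here. At most 1 gene was DE with a treatment in any simulation. The simulated overlap is therefore one of ranked genes and does not give the chance of a shared DE gene. With controls of other passages for each treatment, the 24 and 18 higher genes with the smallest p had 1 in common in both splits. No gene could be DE with both treatments there, as CNCMI-4317 had 0 DE genes in each split. The largest difference among the probes of Fiaf was 1.03 with CNCMI-4317 and 1.71 with rosiglitazone in 1 split, and 1.70 and 1.62 in the other. The treatments were also compared with each other: 82 genes were DE, 53 higher with CNCMI-4317 and 29 higher with rosiglitazone. Leaving out a passage gave 41 to 83. Without passage in the model there were 6, of which 1 was higher with CNCMI-4317, and with the further deposited table 67, of which 0 were. Of the genes DE with CNCMI-4317, 23 differed from rosiglitazone as well, and 11 of the genes DE with rosiglitazone differed from CNCMI-4317. These counts are not independent evidence, as the arrays on which the genes were chosen enter this comparison too. The stress cytokine GDF15 differed by 1.45 (SE 0.16, adjusted p = 3.2e-05) and the histone demethylase KDM3A by 0.87 (SE 0.13, adjusted p = 0.00151), each higher with CNCMI-4317 in 7 of 7 passages. ABHD6, a lipase that hydrolyses monoacylglycerols, differed by -0.81 (SE 0.14, adjusted p = 0.00531) and was lower with CNCMI-4317 in 7 of 7 passages. The choline kinase CHKA (-0.73, SE 0.08) and the acyl-CoA thioesterase ACOT11 (-0.65, SE 0.08) were lower with CNCMI-4317 too. Fiaf itself differed by -0.13, with a 95% confidence interval from -0.48 to 0.22 (3 of 7 passages higher with CNCMI-4317, exact two-sided sign-flip permutation test, p = 0.609). With no background correction 2 genes were shared. With the further deposited table, without passage in the model or with passage as a number 0 were shared, as CNCMI-4317 had 0 DE genes there. In the paper, the single shared gene is taken as strong support for the hypothesis that CNCMI-4317 acts independently of PPAR-γ, the receptor that rosiglitazone activates. The paper bases that hypothesis also on an antagonist of PPAR-γ, which left the induction of Fiaf by the strain unchanged.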

An Euler diagram visualization approach of these results highlighted that only *Fiaf* gene was commonly expressed (Fig 4a), strongly supporting the hypothesis that bacterial strain CNCMI–4317 acted in a PPAR-γ independent manner. As presented in Table 1, the most activated genes by *L*. *rhamnosus* CNCMI–4317 were *Ddit4* (DNA damage inducible transcript 4, fold change (FC) = 2.70, *qvalue* = 0.003), *Bhlbh2* (Basic helix loop helix family member 40, FC = 1.96, *qvalue* = 0.0005), *Adm* (Adrenomedullin, FC = 1.66, *qvalue* = 0.025) and *Fiaf* (FC = 1.63, *qvalue*<0.00089). 

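Fiaf, an inhibitor of lipoprotein lipase, was higher with CNCMI-4317 and with rosiglitazone in every passage that holds the treatment and the negative control. Its log2 level was 7.53 ± 0.74 (SD, n = 8 arrays) in the negative control, 9.01 ± 0.76 (SD, n = 8) with CNCMI-4317 and 9.09 ± 0.55 (SD, n = 8) with rosiglitazone. CNCMI-4317 raised it 2.69-fold (log2 difference 1.43, SE 0.17, adjusted p = 2.3e-04 from limma), in 7 of 7 passages (exact two-sided sign-flip permutation test, p = 0.0156, the smallest that 7 pairs allow). Rosiglitazone raised it 2.95-fold (1.56, SE 0.16, adjusted p = 2.5e-05), in 8 of 8 passages (same exact test, p = 0.00781, the smallest that 8 pairs allow). On the log2 scale the rise with CNCMI-4317 was 91.6% of that with rosiglitazone. The dimmer probes of Fiaf gave 0.61 and 0.01 with CNCMI-4317 and 0.52 and 0.24 with rosiglitazone, none of them DE. DDIT4, which inhibits mTOR, rose 2.92-fold with CNCMI-4317 (1.55, SE 0.22, adjusted p = 0.00122, higher in 7 of 7 passages). BHLHE40, a transcriptional repressor of the circadian and hypoxia responses, rose 2.49-fold (1.31, SE 0.18, adjusted p = 0.00100, higher in 6 of 7 passages). ADM, the vasodilator peptide adrenomedullin, rose 1.73-fold (0.79, SE 0.15, adjusted p = 0.029, higher in 6 of 7 passages). With rosiglitazone these genes differed from the negative control by -0.12 (SE 0.21), -0.25 (SE 0.17) and -0.0041 (SE 0.15) and were not DE. Without passage in the model the difference of Fiaf was 1.48 for CNCMI-4317 (adjusted p = 0.596) and 1.56 for rosiglitazone (adjusted p = 0.118).

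**Figure D2:**
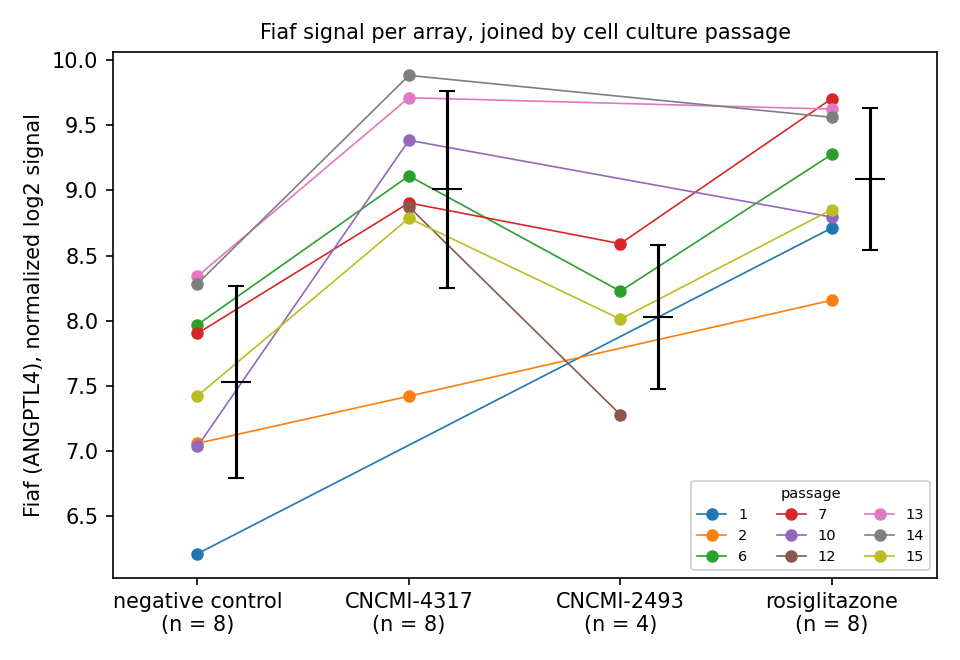
Log2 levels of Fiaf (brightest probe) on the 28 arrays by treatment, with lines that join arrays of 1 passage, and black bars for mean and SD. The means are 7.53 in the negative control, 8.03 with CNCMI-2493, 9.01 with CNCMI-4317 and 9.09 with rosiglitazone; the lowest array with CNCMI-4317 is that of passage 2 at 7.42.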

To explore the molecular functions modified in response to *L*. *rhamnosus* CNCMI–4317, we measured the subsets of DE genes between treatments by using the core analysis function included in IPA software. 

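Genes of the immediate early response were higher as a group with CNCMI-4317. They were higher as a group with CNCMI-2493 too, and between the bacterial strains the list did not pass camera in the main analysis. Genes of the cell cycle were lower in camera, but not with an estimated correlation. Of the 63 genes of Table 1 for CNCMI-4317, 58 could be tested, all of which moved in the direction of Table 1, and 30 of which were DE (58 when adjusted over the list alone, which is not independent evidence, as the list was chosen on these samples). By category, DE genes numbered 7 of 10 tested in gene expression (5 higher and 2 lower), 5 of 7 in cellular death and survival (4 higher and 1 lower), 4 of 11 in cellular growth and proliferation, 2 of 3 in cell-mediated immune response, 1 of 3 in lipid metabolism and 1 of 2 in carbohydrate metabolism, with those of the last 4 all higher, and 10 of 22 in the category of other genes (5 higher and 5 lower). Of 36 immediate early genes measured, 7 were higher and none was lower (15 higher when adjusted over the list alone, camera adjusted p = 9.3e-15, and adjusted p = 0.00323 with an estimated correlation). ZFP36, which speeds the decay of cytokine mRNA, rose by 0.85 (SE 0.15), CSRNP1, a nuclear protein linked to apoptosis, by 0.63 (SE 0.11) and IER3 by 0.54 (SE 0.09). Of 40 genes of the cell cycle, GINS3, a subunit of the replicative helicase, fell with -0.49 (SE 0.10), and 6 were lower when adjusted over the list alone, among them the proliferation marker MKI67 at -0.52 (SE 0.14) and CCNF, a cyclin, at -0.38 (SE 0.08). camera gave the list an adjusted p of 1.0e-05, but the adjusted p was 0.0561 with an estimated correlation. Of 10 targets of the glucocorticoid receptor, KLF9 and ZFP36 were higher (4 when adjusted over the list alone, camera adjusted p = 0.0121, and adjusted p = 0.0385 with an estimated correlation). Without the members that Table 1 holds, the adjusted p was 8.0e-05 for immediate early genes, 0.00403 for the cell cycle and 0.699 for glucocorticoid targets. With the further deposited table, which may not hold expression levels, the adjusted p of the immediate early genes was 0.47.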

Most biological functions found to be significantly enriched (*P*<0.05), by *L*. *rhamnosus* CNCMI–4317 were related to gene expression machinery, cell death/survival, cellular growth/proliferation, cell-mediated immune response and lipid metabolism categories (Table 1). Interestingly, those functions included canonical pathways associated with PPAR signalling, and HIF1α signalling (*P*<0.05) (S2 Fig). 

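Genes of the hypoxia response, most of them targets of HIF1, were higher as a group with CNCMI-4317, with 33 of 39 above 0, and Fiaf was the only PPAR target DE. The shift of the lists was not tested against each other. Of 39 hypoxia genes measured, 7 were higher and none was lower, and 22 were higher when adjusted over the list alone (camera adjusted p = 1.0e-22, and adjusted p = 0.00323 with an estimated correlation). HILPDA, which binds lipid droplets under hypoxia, rose by 0.57 (SE 0.11, adjusted p = 0.029). VEGFA, the angiogenic growth factor, stood at 0.52 (SE 0.15), NDRG1, a stress-responsive gene, at 0.66 (SE 0.15) and PFKFB4, a regulator of glycolysis, at 0.73 (SE 0.18), each past the test over the list alone but not over all probes. Without its 8 members that are in Table 1, the list still had an adjusted p of 1.6e-10. Of 24 PPAR targets measured, 1 was higher, Fiaf, also when adjusted over the list alone (camera adjusted p = 0.0893, and adjusted p = 0.367 with an estimated correlation). With rosiglitazone the hypoxia genes had a median of -0.03, Fiaf being the 1 member that rose (camera adjusted p = 0.774). Compared directly, the hypoxia genes were higher with CNCMI-4317 than with rosiglitazone (10 of 39, adjusted p = 1.4e-22, and adjusted p = 0.00663 with an estimated correlation). The PPAR targets had an adjusted p of 0.00278 with the further deposited table, which may not hold expression levels. The CNCMI-4317 array of passage 2 gave a median difference of 4.4e-04 for the hypoxia genes, against 0.17 to 0.56 in the other passages.

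**Figure D3:**
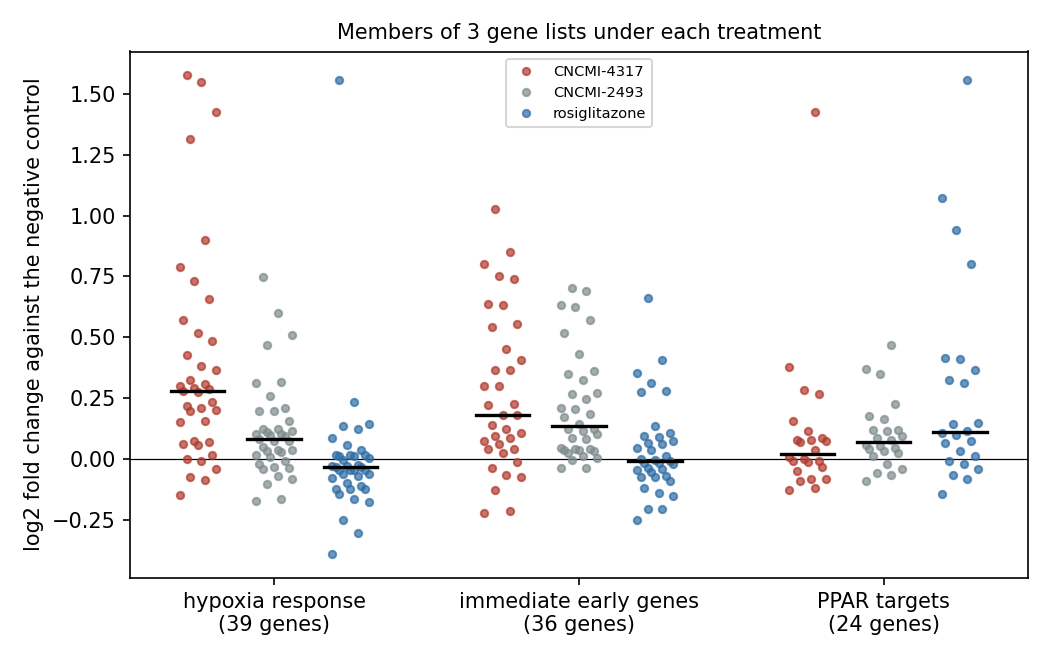
Log2 differences from the negative control (vertical axis) of the measured members (points, with the median as a black line) of the lists of hypoxia genes, immediate early genes and PPAR targets, with CNCMI-4317 in red, CNCMI-2493 in grey and rosiglitazone in blue. The medians of the hypoxia genes are 0.28 with CNCMI-4317, 0.08 with CNCMI-2493 and -0.03 with rosiglitazone, and that of the PPAR targets is 0.11 with rosiglitazone.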

Four networks were identified with scores ranging from 41 to 19. 

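Most of the measured genes that the paper places in the network of Fiaf (Fig. 4b) rose with CNCMI-4317 and none was lower. Of 17 measured, 13 were DE (17 when adjusted over the list alone), but the study chose the list on these samples, so that the count is not independent evidence of its direction. ARRDC3, an arrestin that controls receptor trafficking and fat mass, rose by 0.82 (SE 0.10, adjusted p = 3.1e-04, higher in 7 of 7 passages), and its other probe rose by 0.54. The members that were not DE over all probes were the phosphatase DUSP5 at 0.55 (SE 0.12, adjusted p = 0.067), the growth factor PDGFA at 0.44 (SE 0.10, adjusted p = 0.077), the transcriptional co-regulator SERTAD2 at 0.44 (SE 0.10, adjusted p = 0.068) and the kinase inhibitor CAMK2N1 at 0.35 (SE 0.08, adjusted p = 0.088). With rosiglitazone 1 of these genes, Fiaf, was DE.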

The *Fiaf* gene was found to play a role in the regulatory network involved in putative functions such as neurological disease, cell cycle and cell development (Fig 4b). On the contrary, most of the genes regulated by rosiglitazone were involved in lipid or carbohydrate metabolism functions (Table 1). In this context, it is no surprisingly that the *Fiaf* gene was found to play a role in the regulatory network involved in energy production and lipid metabolism putative functions (Fig 4c). 

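PPAR targets were higher as a group with rosiglitazone. PLIN2, which coats lipid droplets, rose 2.11-fold (1.07, SE 0.15, adjusted p = 5.8e-04, higher in 8 of 8 passages). PDK4, the kinase that turns pyruvate dehydrogenase off and so spares glucose, rose 1.74-fold (0.80, SE 0.15, adjusted p = 0.025, higher in 8 of 8 passages). The fatty acid elongase ELOVL6 was DE through 1 of its 2 probes (0.58, adjusted p = 0.031), while its brighter probe gave 0.45 (adjusted p = 0.077). Of 24 PPAR targets measured, 3 were higher and none was lower (7 higher when adjusted over the list alone, camera adjusted p = 2.3e-10, and adjusted p = 0.00259 with an estimated correlation). The 7 include FABP1, a fatty acid binding protein, at 0.94 (SE 0.28), and PEX11A, a peroxisomal membrane protein, at 0.41 (SE 0.12). Without its members in Table 1 the list had an adjusted p of 0.0184. Of the 21 genes of Table 1 for rosiglitazone, 18 could be tested and all moved in the direction of Table 1 (10 DE, and 18 when adjusted over the list alone, which is not independent evidence). DE genes numbered 4 of 6 tested in lipid metabolism, 1 of 3 in carbohydrate metabolism and 1 of 3 in cellular death and survival, the last being IRAK2, a kinase of interleukin-1 signalling, with 0.82 (SE 0.14, adjusted p = 0.013). Of 39 genes of carbohydrate metabolism fixed as a list, PDK4 was higher (2 when adjusted over the list alone, camera adjusted p = 0.899).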

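In the network that the paper draws around Fiaf for rosiglitazone (Fig. 4c), 5 of 11 measured genes were higher, and 10 were higher and 1 lower when adjusted over the list alone, which is not independent evidence, as the list was chosen on these samples. THBS1, an extracellular matrix glycoprotein, rose by 0.89 (SE 0.14, adjusted p = 0.0025, higher in 8 of 8 passages). CPT1A, which brings long-chain fatty acids into mitochondria, stood at 0.41 (SE 0.09, adjusted p = 0.063), the acyl-CoA synthetase ACSL5 at 0.37 (SE 0.09, adjusted p = 0.23) and the adenosine receptor ADORA2B at 0.40 (SE 0.08, adjusted p = 0.063), and none of these was DE. DKK1, a Wnt antagonist, stood at -0.19 (SE 0.08, adjusted p = 0.69). With CNCMI-4317 1 of the 11 genes, Fiaf, was DE.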

To validate technically the microarray gene expression data, IECs RNA in response to *L*. *rhamnosus* CNCMI–4317 were analysed by RT-qPCR for 12 genes (Table B in S1 File). 

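On the arrays, all 13 genes of Table B in S1 File stood higher with CNCMI-4317 than in the negative control, Fiaf included. Of these, 8 were DE and all 13 passed when adjusted over the list alone, which is not independent evidence, as 9 of the 13 are in Table 1, which rests on these samples. The members that were not DE over all probes were the glycolytic enzyme ALDOC at 0.43 (SE 0.16, adjusted p = 0.37), the sterol regulator SREBF2 at 0.36 (SE 0.14, adjusted p = 0.39), the transcription factor NFIL3 at 0.30 (SE 0.10, adjusted p = 0.32) and the polyamine enzyme SAT1 at 0.25 (SE 0.08, adjusted p = 0.26), besides SERTAD2. SAT1 was higher with CNCMI-4317 than with rosiglitazone by 0.38 (SE 0.08, adjusted p = 0.025, in 7 of 7 passages). RT-qPCR values of single samples were not analysed here.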

RT-qPCR results confirmed the microarray expression levels with most genes having high r^2^ values (Fig 4d).

**Fig 4:**
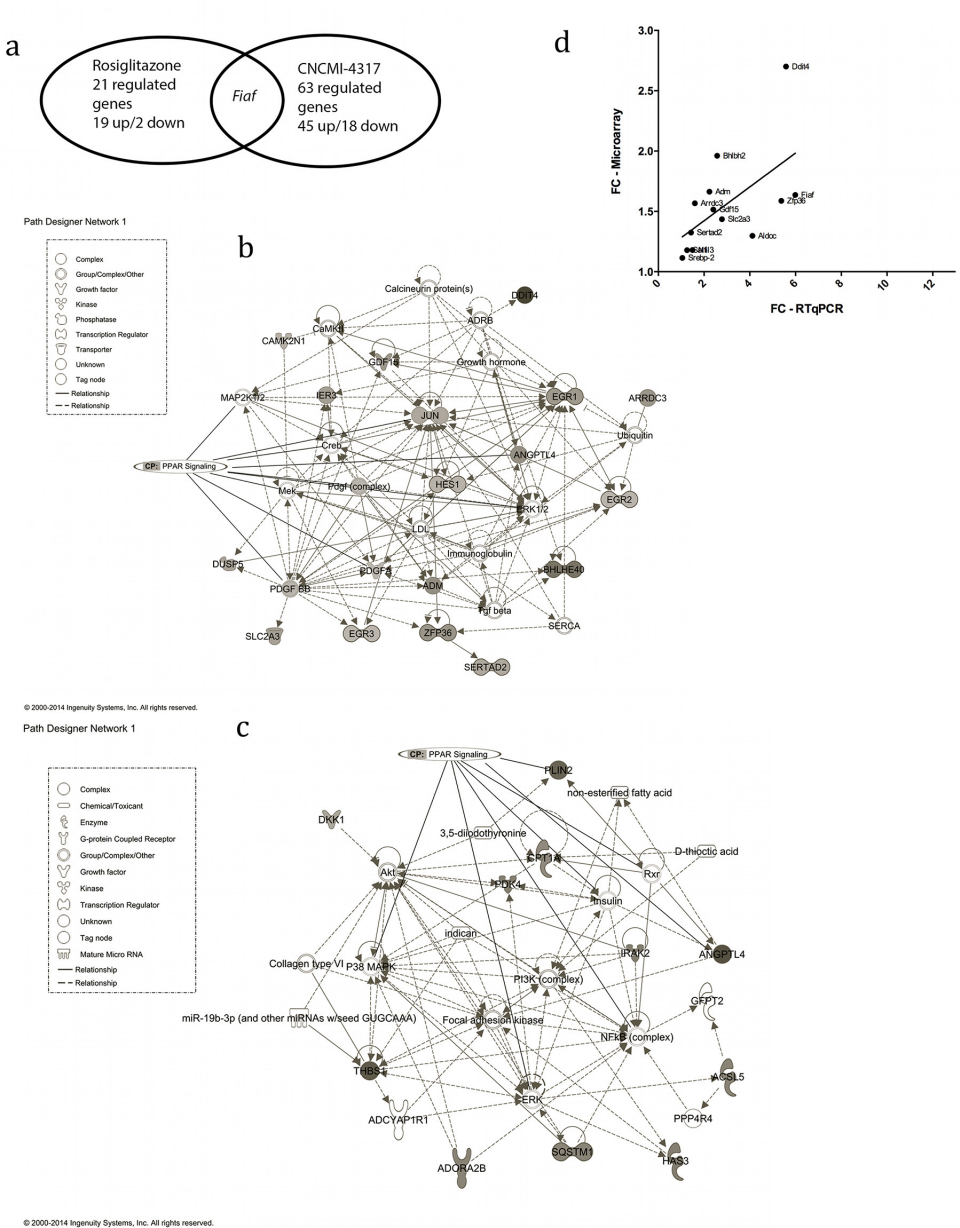
IECs transcriptome analysis in presence of *L*. *rhamnosus* CNCMI–4317 and rosiglitazone; (a) Venn diagram, (b) IPA networks detected when comparing *L*. *rhamnosus* CNCMI–4317 to negative control or rosiglitazone treatment (c) to negative control in IECs, (d) validation of microarray modulated genes by RT-qPCR. (b) FC are expressed in comparison with negative control (DMEM treatment), ns means that gene was not statistically significantly regulated by the treatment. Up-regulated genes are represented in grey shade except DKK1, which is down-regulated. (c) The networks included genes involved in neurological disease, cell cycle and cell development or Energy production, Lipid metabolism and small molecule biochemistry presented a score of 41 and 28 respectively (few genes are deleted to network for better view). The network displayed graphically as nodes (gene/gene products) and edges (the biological relationship between nodes). The node grey intensity indicates the expression of genes: black and bold: up-regulated, grey: down-regulated in intestinal tissues. The shapes of nodes indicate the functional class of the gene product. The log fold change values are indicated under each node. PPAR signalling canonical pathway was added. CP mean canonical pathway. (d) RT-qPCR data are normalized using geometrical mean of *β-Actin* and *Gapdh* as control genes.

**Table 1:** List of regulated genes revealed by transcriptomic analysis after rosiglitazone or *L*. *rhamnosus* treatment of HT–29 cells.

Description		Adj p-value	FC rosiglitazone	FC CNCMI–4317
***Lipid metabolism (lipolysis)***				
*Angptl4/Fiaf*	Angiopoietin like 4	1,8.10^−4^/8,9.10^−4^	1,67	1,63
*Sertad2*	Serta domain containing 2	2,6.10^−2^	ns	1,32
*Vgf*	VGF nerve growth factor inducible	3,8.10^−2^	ns	1,14
*Ascl5*	Acyl-COA synthetase long-chain family member 5	2,9.10^−2^	1,19	ns
*Plin2*	Perilipin 2	3,2.10^−4^	1,51	ns
*Thbs1*	Thrombospondin 1	3.2.10^−4^	1,59	ns
*Cpt1a*	Carnitine palmitoyltransferase 1A (liver)	4,8.10^−2^	1,12	ns
*Elovl6*	ELOVL fatty acid elongase 6	3,8.10^−2^	1,31	ns
*Pex13*	Peroximal biogenesis factor 13	1,8.10^−2^	1,11	ns
***Carbohydrate metabolism***				
*Pdk4*	Pyruvate dehydrogenase kinase, isoenzyme 4	4.10^−2^	1,24	ns
*Sqstm1*	Sequestosome 1	3,3.10^−2^	1,19	ns
*Krt6a*	Keratin 6A	1,7.10^−2^	1,14	ns
*Has3*	Hyaluronan synthase 3	1,8.10^−2^	1,24	ns
*Scl2a3*	Solute carrier family 2 (facilitated glucose transporter), member 3	1,8.10^−2^	ns	1,43
*Stbd1*	Starch binding domain 1	3,8.10^−2^	ns	1,17
***Gene expression***				
*Zc3h8*	Zinc finger CCCH-type containing 8	3,8.10^−2^	ns	-1,18
*Axin2*	Axis inhibition protein 2	3,6.10^−2^	ns	-1,24
*Kctd11*	Potassium channel tetramerization domain containing 11	2,1.10^−2^	ns	1,33
*Sap30*	Sins 3A-associated protein, 30kDa	4,4.10^−3^	ns	1,26
*Ncoa5*	Nuclear receptor coactivator 5	2,1.10^−2^	ns	-1,29
*Mterf*	Mitochondrial transcription termination factor	3,8.10^−2^	ns	-1,14
*Egr3*	Early growth response 3	5,7.10^−3^	ns	1,16
*Hes1*	HES family bHLH transcription factor 1	3,8.10^−2^	ns	1,17
*Egr2*	Early growth response 2	1,17.10^−2^	ns	1,13
*Bhlbh2*	Basic-helix-loop-helix family, member 40	5,1.10^−4^	ns	1,96
*Egr1*	Early growth response 1	2,1.10^−2^	ns	1,51
*Eif5*	Eukaryotic translation initiation factor 5	3,4.10^−2^	ns	-1,13
***Cellular death and survival***				
*Adm*	Adrenomedullin	2,5.10^−2^	ns	1,66
*Rbm5*	RNA binding motif protein 5	2,3.10^−2^	ns	-1,27
*Ier3*	Immediate early response 3	4,9.10^−3^	ns	1,44
*Moap1*	Modulator apoptosis 1	1,6.10^−2^	ns	1,18
*Pim1*	Pim–1 oncogene	5,1.10^−4^	ns	1,47
*Pdrg1*	P53 and DNA damage regulated 1	2,9.10^−2^	ns	-1,23
*Uhrf1*	Ubiquitin-like with PDH and ring finger domain 1	3,3.10^−2^	ns	-1,15
*Dkk1*	Diskkopf WNT signaling pathway inhibitor 1	4,8.10^−2^	-1,16	ns
*Id2*	DNA binding 2, dominant negative helix-loop-helix protein	1,4.10^−2^	-1,15	ns
*Irak2*	Interleukin–1 receptor associated kinase 2	4.10^−2^	1,26	ns
***Cell-mediated immune response***				
*Jun*	Jun proto-oncogene	1,7.10^−2^	ns	1,33
*Ano6*	Anoctamin 6	2,6.10^−2^	ns	1,17
*Klf9*	Kruppel-like factor 9	3,8.10^−2^	ns	1,2
***Cellular growth and proliferation***				
*Ccnf*	Cyclin F	2,1.10^−2^	ns	-1,25
*Arrdc3*	Arrestin domain containing 3	2,8.10^−4^	ns	1,56
*Tubb2c*	Tubulin, beta 4B class IVb	3,3.10^−2^	ns	-1,3
*Camk2n1*	Calcium/calmodullin-dependent protein kinase II inhibitor	2,2.10^−2^	ns	1,21
*Gdf15*	Growth differentiation factor 15	4,4.10^−3^	ns	1,51
*Clk1*	CDC-like kinase 1	1,9.10^−2^	ns	1,2
*Dusp5*	Dual specific phosphatase 5	2,8.10^−2^	ns	1,39
*Zfp36*	ZFP36 Ring finger protein	2,1.10^−2^	ns	1,58
*Ddit4*	DNA-damage-inducible transcript 4	3,0.10^−3^	ns	2,7
*Pdgfa*	Platelet-derived growth factor alpha polypeptide	3,8.10^−2^	ns	1,14
*Ero1l*	ERO-like (*S*.*cerevisae*)	1,1.10^−2^	ns	1,2
***Other***				
*Mpzl2*	myelin protein zero-like 2	4,1.10^−2^	ns	1,1
*Trim8*	Tripartite motif containing 8	3,6.10^−2^	ns	1,15
*Foxd1*	Forkhead box D1	4,5.10^−2^	ns	1,17
*Ifrd1*	Interferon-related developmental regulator 1	3,4.10^−2^	ns	-1,21
*Axud1*	Cysteine-serine-rich nuclear protein 1	1,1.10^−2^	ns	1,32
*Gins3*	GINS complex subunit 3	3,3.10^−2^	ns	-1,21
*Iffo1*	Intermediate filament family orphan 1	4,9.10^−2^	ns	1,17
*Lmtk3*	Lemur tyrosine kinase 3	3,1.10^−2^	ns	1,32
*Heca*	Headcase homolog (Drosphila)	2,1.10^−2^	ns	1,34
*Rsrc2*	Arginine/serine coiled-coil 2	2,2.10^−2^	ns	1,2
*Znf689*	Zinc finger protein 689	3,3.10^−2^	ns	-1,17
*Oraov1*	Oral cancer overexpressed 1	3,6.10^−2^	ns	-1,23
*Ensa*	Endosulfine alpha	3,6.10^−2^	ns	1,19
*Slc39a10*	Solute carrier family 39 (zinc transporter), member 10	3,4.10^−2^	ns	1,12
*Ankrd37*	Ankyrin repeat domain 37	4,5.10^−3^	ns	1,7
*C1orf63*	Arginine/serine-rich protein 1	4,7.10^−2^	ns	1,14
*C7orf52*	Chromosome 7 open reading frame 52	2,1.10^−2^	ns	1,14
*C12orf47*	MAPKAPK5 antisense RNA 1	2,3.10^−2^	ns	1,27
*C1orf131*	Chromosome 1 open reading frame 131	3,3.10^−2^	ns	-1,29
*Irf2bp2*	Interferon regulatory factor 2 binding protein 2	1,1.10^−2^	ns	1,15
*C13orf34*	Bora aurora kinase A activator	4,1.10^−2^	ns	-1,24
*C7orf68*	Hypoxia inducible lipid droplet-associated	2,1.10^−2^	ns	1,38
*Frat2*	Frequently rearranged in advanced T-cell lymphomas 2	3,8.10^−2^	ns	1,15
*Adora2b*	Adenosine A2b receptor	4,1.10^−2^	1,2	ns
*Wdr37*	WD repeat domain 37	2,1.10^−2^	ns	-1,14
*Loc100132715*	Serine/arginine rich splicing factor 3 pseudogene	2.10^−2^	ns	-1,16
*Dsc2*	Desmocollin 2	1,3.10^−2^	1,2	ns
*Rhof*	Ras homologue family member F (in Filopodia)	1,3.10^−2^	1,23	ns
*Krt80*	Keratin 80	4,1.10^−2^	1,21	ns
*Tmem139*	Transmembrane protein 139	4.10^−2^	1,19	ns
*Ralgps2*	Ral GEF with PH domain and SH3 binding motif 2	4,1.10^−2^	1,17	ns
*Loc650832*	Similar to mitogen-activated protein kinase kinase 3 isoform A	4,8.10^−2^	1,23	ns

Fold change (FC) are expressed in comparison with negative control (DMEM treatment), ns means that gene was not statistically significantly regulated by the treatment

For physiological relevance, microarray data was also analysed at the level of gene sets that together encoded for particular differentially expressed functional GO terms by ErmineJ software (Fig 5). 

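Genes of inflammation and of the interferon response did not move as groups with CNCMI-4317, and those of carbohydrate metabolism were higher in camera but not with an estimated correlation. Of 18 NF-kB and inflammatory genes measured none was higher or lower, also when adjusted over the list alone (camera adjusted p = 0.890). The same held for 18 genes of the interferon response (adjusted p = 0.596). Of 29 genes of sterol and fatty acid synthesis none was higher or lower either, but the list stood lower with an adjusted p of 0.0893 in camera and of 0.0281 in fry. Of 39 genes of carbohydrate metabolism, 1 was higher, the glucose transporter SLC2A3, and 3 were when adjusted over the list alone. The other members were PFKFB4 and STBD1, a glycogen-binding protein that stood at 0.37 (SE 0.09, adjusted p = 0.089). camera gave this list an adjusted p of 0.0481, but the adjusted p was 0.367 with an estimated correlation and 0.469 without its members in Table 1. These lists, with their sizes above, were not the GO terms of ErmineJ.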

Notably, this analysis revealed that the gene sets involved in immune system signalling pathways and regulation or lipid and carbohydrate metabolism GO terms were enriched by *L*. *rhamnosus* CNCMI–4317 (*P*<0.05). Among the metabolic GO pathways regulated by our bacterial strain, 7 were shared with those induced by rosiglitazone treatment (data not shown).

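None of the metabolic lists passed the test with both treatments. With rosiglitazone, sterol and fatty acid synthesis had an adjusted p of 0.0976 in camera, with ELOVL6 as its 1 higher member of 29. Oxidative phosphorylation (20 genes of the respiratory chain and ATP synthase) had an adjusted p of 0.890 with CNCMI-4317 and 0.805 with rosiglitazone, and no member was DE. Compared directly, sterol and fatty acid synthesis was lower with CNCMI-4317 than with rosiglitazone (1 gene lower, 4 when adjusted over the list alone, adjusted p = 4.4e-04, and adjusted p = 0.00982 with an estimated correlation). Across the 24827 probes, the log2 differences of the treatments from their shared negative control correlated with an r of 0.413, where simulated unchanged groups that share controls gave 0.482 (probes are not independent replicates), and the covariance was 0.00794, against 0.00696 in the simulation. With the negative control arrays split by passage, so that no array served both, r was 0.061.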

**Fig 5:**
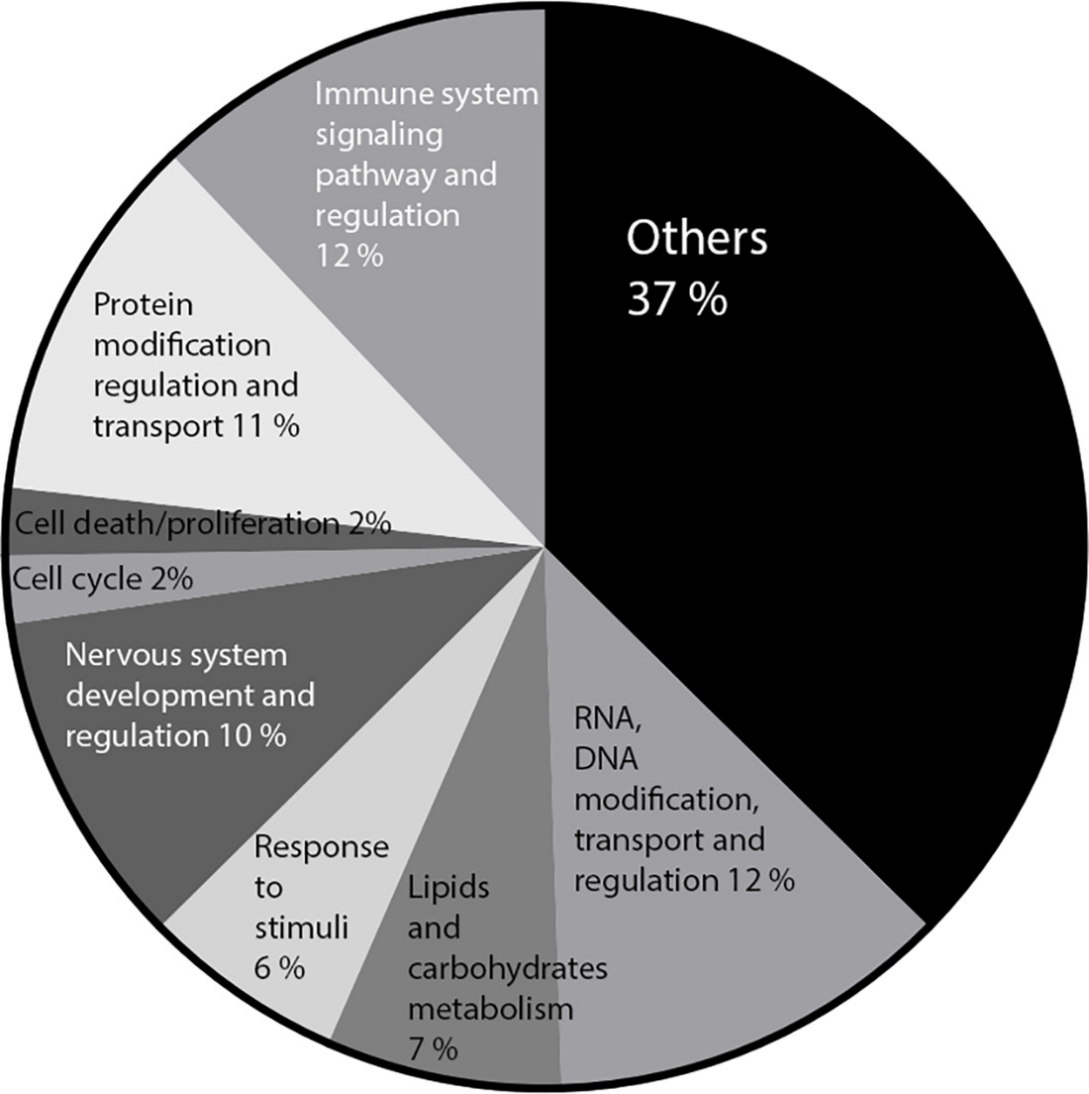
ErmineJ significant GO pathways modulated by *L*. *rhamnosus* CNCMI–4317 in IECs.

### *In vivo* mono-colonization of Germ-free mice with *L*. *rhamnosus* CNCMI- 4317 increased plasma IL–7 and FIAF and tend to modulate *Fiaf* gene expression in the intestine

Germ-free mice were colonized with *L*. *rhamnosus* CNCMI–4317 strain, *L*. *rhamnosus* CNCMI–2493 (control strain) or PBS during 11 days and then sacrificed. Mice colonized with *L*. *rhamnosus* CNCMI–4317 presented an increase in the concentration of plasma FIAF as compared to control mice (Fig 6a). With regard to the *Fiaf* gen*e* expression among different tissues, the *Fiaf* gene expression tended to increase in the distal small intestine in the presence of *L*. *rhamnosus* CNCMI–4317 (*P* = 0.14), but no significant differences could be observed for colonic expression (Fig 6b). Furthermore, circulating FIAF level was not correlated to the expression of *Fiaf* gene expression in adipose tissues nor in the liver (S3a and S3b Fig).

**Fig 6:**
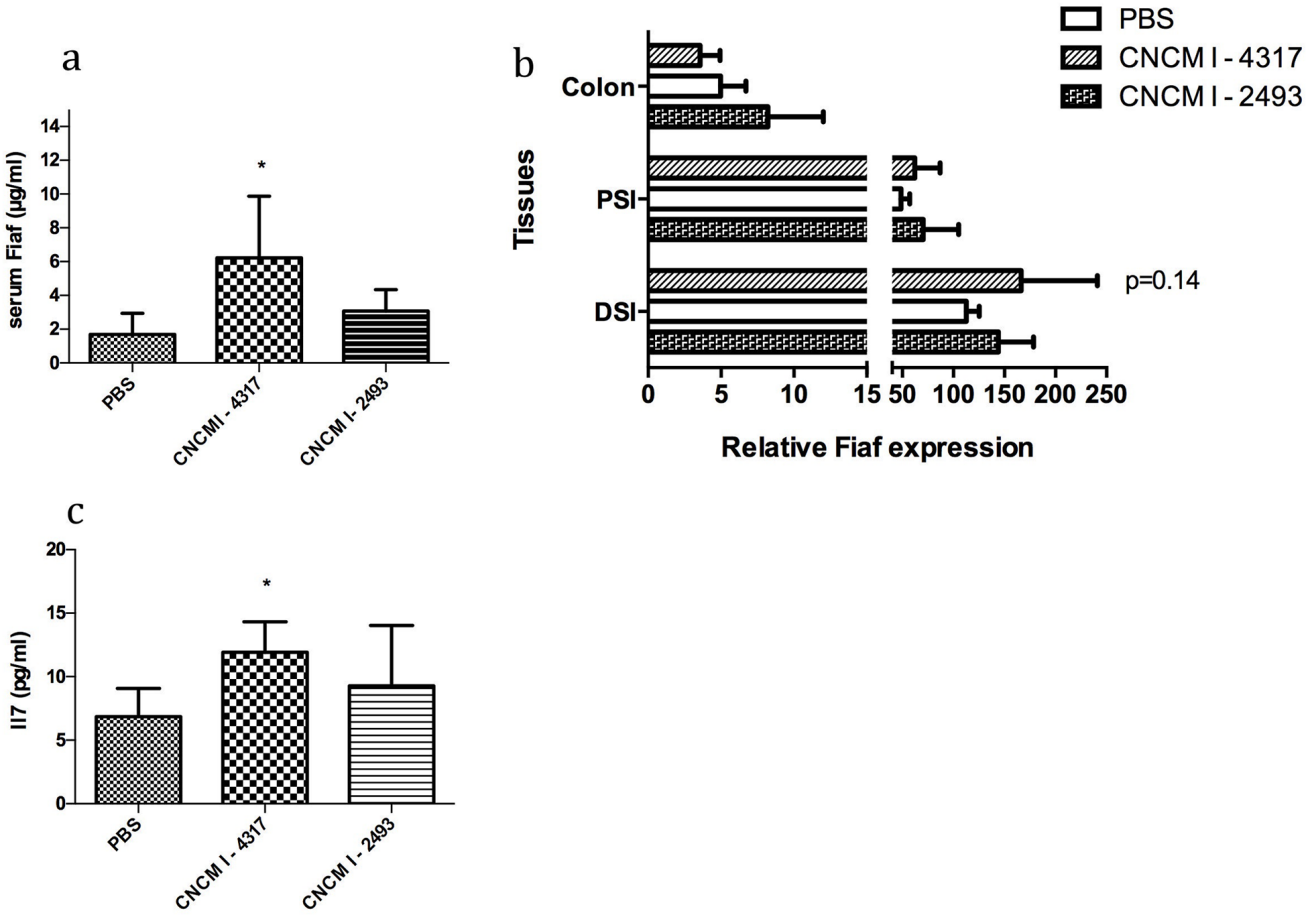
*In vivo*, (a) FIAF circulating level, (b) *Fiaf* expression in the gut, and (c) IL7. (a-c) Circulating *Fiaf* and Il–7 was measured using Elisa tests. (b) *Fiaf* expression was determined *via* RT-qPCR. Stars indicate p<0.05 (*) in comparison with GF control group (PBS). DSI (distal small intestine), PSI (proximal small intestine), P = 0.14 (Student’s t-test) corresponds to *L*. *rhamnosus* CNCMI– 4317 versus control (PBS).

Cytokine levels in the serum of mice mono-colonized with bacterial strains were investigated. Only IL–7 was significantly higher (*P*<0.05) when comparing animals colonized with *L*. *rhamnosus* CNCMI–4317 strain versus GF mice or mice colonized with the control strain (Fig 6c). The other 8 cytokines were not significantly modified by the colonization (S3c Fig) and IFN-γ, IL–2, IL–4 and IL–6 were not detectable (data not shown).

Finally, FIAF circulating level is not correlated to a body weight gain (S3d Fig) nor lipoproteins level (S3e Fig) modifications.

## Discussion

It is now well established that the human gut microbiota is composed of 10^14^ bacteria and so represents a dynamic organ. Several bacteria are reported to play a role in host energetic metabolism regulation [17, 21, 24]. Several lactobacilli isolated from the human gut are widely used in dairy products. Assessment of their involvement in energy intake and storage appears crucial in the period when obesity is continuously growing worldwide. FIAF or ANGPTL4 has been identified as a key metabolism regulator. Intestinal epithelial cells (IECs) being the first line of contact between bacteria and the host represent an important interface for host physiology regulation by microbiota. In this context, we identified *L*. *rhamnosus* CNCMI–4317 strain as able to up regulate *Fiaf* gene expression in IECs. In order to identify the bacterial effector(s) responsible for modulating *Fiaf* expression, we tested several bacterial fractions. We showed that *Fiaf* regulation was not caused by a secreted compound and required the presence of live bacterial cells. Since the effect was abrogated by heat treatment, we hypothesized that surface exposed protein could be involved. Several beneficial metabolic effects have been reported under *Lactobacilli* treatment. These effects were linked to secreted compound as conjugated linoleic acids from *L*. *rhamnosus* P60 and *L*. *plantarum* P62 [24, 25] or unknown molecule [21]. One study mentioned the requirement of live *L*. *rhamnosus* GG cells to decrease serum glucose levels in a diabetic mice model [26]. However, our work showed for the first time that *L*. *rhamnosus* CNCMI–4317 strain could play a role on host metabolism through the regulation of *Fiaf* expression in the epithelial cell *via* a direct contact.

PPARs isotypes play an important role in *Fiaf* regulation [14, 27, 28]. A recent study provided evidence that *L*. *paracasei* F19 upregulates *Fiaf* expression in IECs in a PPAR-α and PPAR-γ dependent manner [21]. In our study, tested *L*. *paracasei* strains did not regulate *Fiaf* expression, highlighting a strain specific effect, which was also seen for our *L*. *rhamnosus* strain. Our results suggest a PPAR-α dependency, but rule out a role for PPAR-γ. On the contrary to a recent study from Alex *et al* (2013), and in agreement with Aronssson *et al* (2010), ours experiments showed that PPAR-α regulates *Fiaf* and even induced a stronger activity than PPAR-γ in HT–29 cells. In order to determine the mechanism of action involved, we performed a whole genome transcriptome analysis of IECs in contact with different bacterial strains. We detected a strong effect of independent cell culture passage, driving us to include it as a covariable in our statistical model. Unfortunately, the low number of replicates probably unabled us to identify genes differently regulated. However, a total of 63 annotated genes were revealed as significantly different between *L*. *rhamnosus* CNCMI–4317 and negative control. The IPA analysis of these genes disclosed that they encoded for molecular functions involved in PPAR and HIF1 pathways. In agreement, published data provide evidences for *Fiaf* regulation by PPAR and hypoxia [29]. However, the absence of effect of conditioned media excluded two known major potential regulators, namely H_2_O_2_ [18] and SCFA [19].

Interestingly, genes affected by *L*. *rhamnosus* CNCMI–4317 were mainly involved in cellular growth/proliferation, cell death, immune response and lipid metabolism. In agreement with our findings, others strains of *L*. *rhamnosus* have been described as cellular growth and proliferation modulators *in vivo* suggesting potent lactobacilli shared effect [30, 31]. Moreover, *L*. *rhamnosus* CNCMI–4317 regulated several transcription factors involved in gene expression and neurological diseases, cell cycle and cellular development. In this context, *Fiaf* did not appear in the network of energy production and lipid metabolism as rosiglitazone confirming a different mechanism of action between both treatments. However, few unregulated but intermediate genes in the neurological diseases, cell cycle and cellular development network were correlated to metabolism (*Ldl*, *Erk1/2*, *Map2k1/2*, *Creb*, *Mek*) especially through PPAR pathway. This underlines a potent role of *L*. *rhamnosus* CNCMI–4317 strain in host metabolism as revealed by the regulation of expression of *Scl2a3* (solute carrier family 2, member 3) and *Gdf15* (growth differentiation factor 15). 

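Several genes of transcription factors rose with CNCMI-4317, while the transcriptional regulators NCOA5 and IFRD1 and the zinc finger gene ZNF689 fell. The early growth response factors EGR3 and EGR1 rose by 0.75 (SE 0.12, adjusted p = 0.0056) and 0.64 (SE 0.12, adjusted p = 0.029). KLF9, a Krüppel-like factor induced by glucocorticoids, rose by 0.70 (SE 0.13, adjusted p = 0.029), HES1, the Notch-induced repressor that keeps progenitors from differentiating, by 0.52 (SE 0.10, adjusted p = 0.038) and JUN, a subunit of AP-1, by 0.45 (SE 0.09, adjusted p = 0.038). Each of these was higher in 7 of 7 passages. HECA, the homologue of a Drosophila cell cycle regulator, rose by 0.54 (SE 0.10) and SAP30, a subunit of the Sin3 histone deacetylase complex, by 0.44 (SE 0.08). With rosiglitazone EGR1 stood at 0.11 (SE 0.12), HES1 at -0.10 (SE 0.10) and JUN at 0.27 (SE 0.09), and none was DE. With CNCMI-2493, EGR3 and EGR1 stood nearly as high as with CNCMI-4317 but were not DE, so a rise particular to CNCMI-4317 was not shown. With the further deposited table, which may not hold expression levels, EGR1 stood at -0.36 with CNCMI-4317.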

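SLC2A3, a glucose transporter, and GDF15, a stress-induced cytokine that lowers appetite, rose with CNCMI-4317. SLC2A3 rose 1.87-fold (0.90, SE 0.17, adjusted p = 0.029), from a log2 level of 5.98 ± 1.05 to 6.89 ± 1.21 (SD, n = 8 arrays each), and was higher in 6 of 7 passages. GDF15 rose 1.88-fold (0.91, SE 0.16, adjusted p = 0.015), from 6.98 ± 0.85 to 8.01 ± 0.54 (SD, n = 8 arrays each), and was higher in 6 of 7 passages. With rosiglitazone SLC2A3 stood at -0.31 (SE 0.16, adjusted p = 0.80) and GDF15 at -0.53 (SE 0.15, adjusted p = 0.37). SLC2A3 was higher with CNCMI-4317 than with rosiglitazone by 1.21 (SE 0.17, adjusted p = 5.7e-04, in 7 of 7 passages). In passage 2, SLC2A3 was lower with CNCMI-4317 than in the negative control by a difference of -0.82.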

The last, known for its role in cellular cycle has been recently involved in T2D [32, 33]. Despite an evident *in vitro* regulation of *Fiaf* leading by PPAR-α, transcriptome analysis exhibited that the majority of genes were not regulated by PPAR-α. These results suggest that our bacterial strain could modulate multiple cellular functions by complex and diverse mechanisms.

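Fiaf was the 1 gene in the list of PPAR targets that was DE with CNCMI-4317. PDK4 stood at 0.15 (SE 0.16, adjusted p = 0.77), CPT1A at 0.08 (SE 0.09, adjusted p = 0.80) and the acyl-CoA dehydrogenase ACADM, which oxidises medium-chain fatty acids, at 0.07 (SE 0.10, adjusted p = 0.86). EHHADH, an enzyme of peroxisomal fatty acid oxidation, stood at 0.01 (SE 0.09, adjusted p = 0.99), FABP1 at 0.28 (SE 0.29, adjusted p = 0.77), PLIN2 at 0.27 (SE 0.15, adjusted p = 0.57) and PEX11A at 0.38 (SE 0.12, adjusted p = 0.30). ACADM, EHHADH, FABP1 and PEX11A were chosen after their values were seen, and the list of PPAR targets does not part those of PPAR-α from those of PPAR-γ. Compared with rosiglitazone, it was lower with CNCMI-4317 (1 gene lower, PLIN2, and 4 when adjusted over the list alone, camera adjusted p = 4.4e-04), but the adjusted p was 0.0504 with an estimated correlation.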

In order to validate *in vivo* the cellular regulation of *Fiaf* observed *in vitro*, we colonized C57BL/6 mice with *L*. *rhamnosus* CNCMI–4317. We observed a higher level of circulating FIAF and an increased tendency expression of *Fiaf* gene in the small intestine, although non-statistically significant. However, *Fiaf* was not regulated in the colon. These data correlate with Korecka *et al* (2013), who showed different *Fiaf* level expression in gastrointestinal (GI) tract under bacterial administration due to different microbial population and fermentation in conventional model [19]. In our case, it may be explained by Lactobacilli colonization in GI upper part in GF model and absence of SCFA release (potent *Fiaf* activator) in colon. Additionally, no modulation of *Fiaf* gene expression in liver or adipose tissues was observed upon colonization with *L*. *rhamnosus* CNCMI–4317 strain. Neither serum lipoproteins level nor body weight was affected in comparison with control GF mice. Taken together, our data suggest that an up-regulation of circulating *Fiaf* was not associated with lipoproteins levels. This is in disagreement with Aronsson *et al* (2010), who showed a correlation between plasma FIAF and VLDL TGs levels in mono-colonized mice [21]. However, Grootaert *et al* (2011) suggested an importance of FIAF isoform in specific physiological effect [18]. Thus, the discrepancies with our results may come from technical differences (Western blot *vs* Elisa) targeting different isoforms.

Furthermore, *L*. *rhamnosus* CNCMI–4317 strain induced serum IL–7 suggesting a role in immune cell development/regulation. This is in agreement with a recent *ex vivo* human transcriptome analysis showing the ability of *L*. *plantarum* strain to induce IL–7 in the duodenum and suggesting a potent common property of Lactobacilli strains [31].

Finally, our *in vivo* study failed to identify strong *Fiaf* regulation in different tissues and impact on host metabolism but we may expect that *Fiaf* exerts a higher physiological effect on more complex environment, for example in rodent model exhibiting enhanced metabolic profiles (i.e. high fat diet).

In the context where bacterial regulation of *Fiaf* appears to play a central role in fat storage, we provide evidences for the potential role of one particular *L*. *rhamnosus* strain as a *Fiaf* regulator *in vitro*. It is noteworthy that the effect is strain specific. To go deeper in the understanding of *Fiaf* involvement in host metabolism and to better understand strains specificities involved in this phenomenon, it will be important to study the impact of this bacterial strain on the physiology of conventional mice exposed to high fat diet and in human tissue set-up.

## Supporting Information

S1 Fig Assessment of microarrays variability by (a) multidimensional scaling analysis (MDS), (b) hierarchical clustering.

S2 Fig IPA canonical pathways when comparing *L*. *rhamnosus* CNCMI–4317 (empty bars) or rosiglitazone (hatched bars) to negative control.

S3 Fig (a) *Fiaf* expression levels in adipose tissue (b) and in liver, (c) cytokines (d) body weight, and (e) serum lipoproteins in C57BL/6 mice.

S1 File Material and method in S1 file. Table A in S1 file: List of tested bacteria. Table B in S1 file: List of Taqman probes.
(DOCX)

# Supplementary material for: Lactobacillus rhamnosus CNCMI-4317 Modulates Fiaf/Angptl4 in Intestinal Epithelial Cells and Circulating Level in Mice
**Source:** PLoS One. 2015 Oct 6;10(10):e0138880. doi: 10.1371/journal.pone.0138880
**Supplement:** S1 File — Table A in S1 file: List of tested bacteria. Table B in S1 file: List of Taqman probes.

### Supplementary data

Material and method

Microarray analysis of HT-29 cells

Data normalization: The homogeneity of the background was systematically checked on each microarray by the boxplot and image plot procedures of the linear models for microarray data ('Limma' library; version 3.16.8).

To avoid inclusion of genes with no expression, the minimum threshold of probe intensity was chosen based on an inter quartile range (IQR) offset of 0.25 for at least one array per treatment. This control filtering criteria reduced the number of genes from 34.694 to 26.020. 

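A filter on the spread of a probe over the arrays, which is 1 reading of the filter that the paper used, and 1 on the detection p keep different probes. Dropping the probes with the lowest interquartile ranges of the background-corrected log2 values kept 35492 of the 47323 probes and left 34 genes DE with CNCMI-4317 and 20 with rosiglitazone. A stricter filter, which asks for a detection p under 0.01 on all arrays of a treatment, kept 13735 probes and left 48 and 21 DE genes. With no filter, all 47323 probes were tested and 15 and 16 genes were DE.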

In order to discover biologically important changes in expression, the robust spline normalization (RSN) of lumi package was applied. This function combines the features of quintile and loess normalization and is designed to normalize the variance-stabilized data. 

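Robust spline normalization and the variance stabilization before it were not repeated, and the deposited intensities already share a distribution between arrays. With no background correction 55 genes were DE with CNCMI-4317 and 28 with rosiglitazone. On that scale the rise of DDIT4 with CNCMI-4317 was 2.70-fold, that of Fiaf 2.12-fold, that of BHLHE40 1.96-fold and that of ANKRD37 1.70-fold. Fiaf rose 2.24-fold with rosiglitazone.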

The multidimensional scaling plots (MDS), which measure the similarity of the samples and project it into two dimensions, were performed to measure the relationship between samples based on multidimensional scaling, through the 'FactoMineR' library (version 1.25).

The determination of differentially expressed genes using the linear models for microarray was performed ('Limma' package). 

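Passage enters the linear model as a factor or as a number, and these choices give different counts. Fitted as a factor, passage leaves 16 residual degrees of freedom for the 28 arrays. Fitted as a number, it left 0 genes DE with CNCMI-4317 and 6 with rosiglitazone, and Fiaf stood at 1.39 with CNCMI-4317 (adjusted p = 0.236). As a random effect (consensus correlation of 0.435), it left 17 genes with each treatment.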

The statistical model included the treatment type as fixed effect, and the cell culture passage as covariable. Treatment type was defined as (1) *L. rhamnosus* CNCMI-4317, (2) *L. rhamnosus* CNCMI-2493, (3) negative control and (4) control positive (rosiglitazone). Each of the treatment groups was compared using the contrast argument of the “makeContrasts” function of the Limma package. The *P*-values were corrected for multiple testing using a false discovery rate method (*q*-value < 0.05), which provides an estimate of the fraction of false discoveries among the significant terms.

Centred on significantly expressed genes, unsupervised analysis was done to visualize clusters of samples based on their variance-covariance structure. Such an analysis helps to define coordinated regulation of similarly related genes and study fundamental and intrinsic differences at the level of transcription that are specific to the groups studied. Thus, a two-way hierarchical cluster analysis was performed using 'hclust' function with '1-cor (x) ' as distance and 'ward' as aggregation criterion. The 'heatmap' function was used to generate images. In addition, PCA was performed with 'FactoMiner' library to better identify, which genes contribute most to the separation of expression patterns between groups.

Genes selection for RT-qPCR validation: The genes were selected based on the following strategies: 1- genes with significant differential expression levels between the phenotypes of interest that spanned a dynamic range of at least log2 (ratio) > 0.485; 2- genes with biological interest (e.g. *Aldoc*).

Table 1: List of tested bacteria.

| **Bacteria** | **Species** | **Origins** |
| --- | --- | --- |
| CNCMI-4316 | *L. rhamnosus* | Cheese |
| CNCMI-4317 | *L. rhamnosus* | Cheese |
| Lr9 | *L. rhamnosus* | Plant |
| Lr110 | *L. rhamnosus* | Animal gut |
| Lr108 | *L. rhamnosus* | Human gut |
| CNCMI-2493 | *L. rhamnosus* | Type strain |
| CNCMI-6390 | *L. rhamnosus* | Cheese |
| Lr64 | *L. rhamnosus* | Dairy product |
| Lr52 | *L. rhamnosus* | Endocarditis |
| CNCMI-3689 | *L. paracasei* | Dairy product |
| Lpp225 | *L. paracasei* | Animal gut |
| Lpp120 | *L. paracasei* | Dairy product |
| CNCMI-1518 | *L. paracasei* | Dairy product |
| Lpp226 | *L. paracasei* | Dairy product |
| Lpp49 | *L. paracasei* | Plant |
| Lpp22 | *L. paracasei* | Dairy product |
| Lpp223 | *L. paracasei* | Human feces |
| Lpp46 | *L. paracasei* | Plant |
| Lpp37 | *L. paracasei* | Dairy product |

**Table 2: List of Taqman probes.**

| **Probes** | **References** |
| --- | --- |
| Hs01060665_g1 | H *β-Actin* |
| Hs02758991_g1 | H *Gapdh* |
| Hs00171132_m1 | H *Gdf15* |
| Hs00705412_s1 | H *Nfil3* |
| Hs00902800_g1 | H *Aldoc* |
| Hs00207372_m1 | H *Sertad2* |
| Hs00185658_m1 | H *Zfp36* |
| Hs00161511_m1 | H *Sat1* |
| Hs01081784_m1 | H *Srebp2* |
| Hs00385845_m1 | H *Arrdc3* |
| Hs01111686_g1 | H *Ddit4* |
| Hs01041212_m1 | H *Bhlbh2* |
| Hs01101127_m1 | H *Angptl4* / *Fiaf* |
| Hs00969450_g1 | H *Adm* |
| Hs00359840_m1 | H *Slc2a3* |

Supplementary figures :

Supplementary Figure 1: Assessment of microarrays variability by (a) multidimensional scaling analysis (MDS), (b) hierarchical clustering. Treatments are indicated by different grey shade (black represent *L. rhamnosus* CNCMI-2493, dark; rosiglitazone, light grey; negative control, medium grey; *L. rhamnosus* CNCMI-4317 replicates). Circles take together trials with lower variability.

Supplementary Figure 2: IPA canonical pathways when comparing *L. rhamnosus* CNCMI–4317 (empty bars) or rosiglitazone (hatched bars) to negative control. Only canonical pathways that presented a −log P-values exceeding 1,30 (FDR q-values <0.05) were preserved.

Supplementary Figure 3: (a) *Fiaf* expression levels in adipose tissue (b) and in liver, (c) cytokines (d) body weight, and (e) serum lipoproteins in C57BL/6 mice. Body weight is normalized by D0 (First day of gavage), FA (Fatty acids), TG (tryglycerids), HDL (High density lipoprotein), LDL (Low density lipoprotein), Tot CHOL (Total cholesterol), VAT (visceral adipose tissu), EAT (epidydimal adipose tissue), RAT (retroperitoneal adipose tissue), MAT (mesenteric adipose tissue). IL-10 was detected for 3 GF mice and 2 mice, which received CNCMI-2493 only, compared to mice, which received *L. rhamnosus* CNCMI-4317 and which expressed IL-10.

How the deposited data were processed for this re-analysis (not part of the article)

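Gene expression was measured in HT-29 cells on Illumina HumanHT-12 v4 arrays, 1 array per sample: 8 arrays of the negative control, 8 of CNCMI-4317, 8 of rosiglitazone at 10 µM and 4 of CNCMI-2493, all after 6 h. The passage of each array comes from the sample labels, which give 9 passages. The authors scanned the arrays with an iScan and exported intensities and detection p-values with GenomeStudio. The deposited intensity values are on a linear scale with no background subtracted, and, although the table is called non-normalized, the 28 arrays share a distribution, which points to a quantile step before deposit that the sources used here do not describe. The deposited detection p-values rank each probe among 770 negative control bead types of its array. For the paper, the authors used R, limma and the lumi package, with robust spline normalization of variance-stabilized values and a filter based on the interquartile range, which the alternative used here reads as a filter on the spread of a probe. A further deposited table of linear values has no stated unit: it is not normalized between arrays, its values are 16.3% of the intensity in the median, and its deviations correlate with those of the intensities of the same array with a median r of 0.417 (range -0.234 to 0.716). Whether it holds expression levels or the spread between the beads of a probe is not settled, and it was used only as an alternative.

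From the intensities, log2 values were made with neqc of limma 3.58.1 in R 4.3.3, which estimates background from the detection p, adds an offset of 16 and normalizes by quantiles. Robust spline normalization was not repeated. Of 47323 probes, 24827 with a detection p under 0.05 on at least 4 arrays were kept, and 13329 were detected on all arrays. Gene symbols came from the platform table of GEO, updated through Entrez gene identifiers for 30074 probes. Of all probes 30113 carry 1 symbol, 17202 none and 8 several, and those with several were counted as without a gene. A linear model with treatment and passage as factors was fitted to all 28 arrays with lmFit and eBayes of limma (two-sided moderated tests, 16 residual degrees of freedom), and p were adjusted after Benjamini and Hochberg over the kept probes. A gene was DE when at least 1 of its probes had an adjusted p under 0.05, and its value in the text is that of its brightest probe. The comparisons were each treatment against the negative control, CNCMI-4317 against CNCMI-2493 and CNCMI-4317 against rosiglitazone. Single values within passages were tested with an exact two-sided sign-flip permutation test.

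Passage pairs the arrays: deviations from the treatment means correlated with an r over 0.1 for 31 of 32 pairs of arrays of 1 passage. For pairs of different passages it was 98 of 256. The exception among pairs of 1 passage was passage 12. The replicate numbers of the labels do not pair the arrays beyond that, since the median r was -0.0507 for arrays that share a number and not a passage.

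Genes named in the text come from a rule set before the data were examined: for each comparison, up to 10 with the largest rise and up to 10 with the largest fall among the DE genes that moved the same way in all passages or all but 1, every gene that the paper names in Table 1, Fig. 4 or Table B of S1 File (their values in the tables of the paper had been seen), and every DE member of the gene lists. With no DE gene, it takes the 5 with the smallest p. Many genes of Table 1 are only counted, and those named were picked after their values were seen. Other list members given as examples were chosen after their values were seen. The lists hold hypoxia genes, PPAR targets, immediate early genes, sterol and fatty acid synthesis, carbohydrate metabolism, NF-kB and inflammatory genes, interferon response, cell cycle, p53 targets, integrated stress response, Wnt targets, NRF2 targets, heat shock proteins, oxidative phosphorylation, glucocorticoid targets, and markers of enterocytes, of goblet cells and of fibroblasts and leukocytes. They were written from general knowledge after Table 1 had been read. Further lists are the networks of Fig. 4b and Fig. 4c and the genes of Table B in S1 File. The lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the 18 lists of a comparison, on 1 probe per gene.

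The steps were tested on simulated data with the sizes and spread of these groups. Changes of 1 log2 unit were found for 100% of the changed probes with CNCMI-4317, 100% with rosiglitazone and 94.0% with CNCMI-2493, against the negative control, and changes of 0.5 for 76.1%, 73.1% and 43.3%. Probes of all sizes of change were changed together, which eases the adjusted threshold, so these shares may be lower where few probes change. With no change, 0, 0 and 1 probes passed. Alternatives set before the data were examined were the further deposited table, no background correction, other filters on dim probes, other ways to enter passage, the replicate number as a block, only the groups compared, arrayWeights, a q-value (convest), 1 probe per gene before the test, eBayes with trend and robust, and each passage and each CNCMI-2493 replicate left out in turn. Slide as a further block was not run, as no slide information is in the files used here. Experiments of the paper other than these arrays were not analysed here, and neither were the GO analysis with ErmineJ and the pathway analysis that draws the networks. The result of 1 gene is not reported here, as it is withheld.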

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

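The tests of the hypoxia genes, of the arrays of passage 12 and of a swap in passage 2 were chosen only after the result was seen.

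The CNCMI-4317 array of passage 2 stands apart from the other arrays of its treatment in genes that answer to the strain. Its level of Fiaf (ANGPTL4) was 7.42, the nearest other array stood at 8.79, and this gap is 0.555 of the range. The difference of BHLHE40 from the negative control was -0.09 in passage 2 and at least 1.24 in the other passages (gap share 0.573), and that of SLC2A3 was -0.82 against at least 0.86 (gap share 0.775). Of 58 groups of values looked at in this way, 4 had such a gap, 1 of which is not reported here, where chance gives 2.9.

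Over the 30 genes DE without passage 2, the median difference in the direction of the other passages was 0.0802 in passage 2 (19 of 30 genes in that direction), against 0.45 to 0.89 in the others (30 of 30 each, and 0.62 to 1.39 for genes chosen without the passage looked at). A swap with the control array would put this median below 0, which it was not. High levels in the control array could explain it only if the same array stood well above rosiglitazone in these genes, and the median against rosiglitazone was 0.0529. An array of untreated cells may explain it, but the 7 immediate early genes among the 30 had a median of 0.106 (6 of 7 higher), which lies between the limits set for the outcomes (below 0.1 if untreated, at least 0.63 if not), so the test leaves this open. Without passage 2 the rise of Fiaf with CNCMI-4317 was 1.59, and 30 genes were DE with CNCMI-4317 and 10 with rosiglitazone.

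The arrays of passage 12, with CNCMI-4317 and with CNCMI-2493, do not resemble each other. Their deviations from the treatment means had an r of -0.318, below all 31 other pairs of arrays of 1 passage (0.165 to 0.816). A wrong passage label of an array is a candidate explanation, since the CNCMI-4317 array had a mean r of 0.42 and 0.48 with arrays of passages 6 and 7 and the CNCMI-2493 array 0.31, 0.29 and 0.33 with those of passages 13, 14 and 15. Weak signal was not seen, as the lower of their counts of detected probes was 20166, within the range of the other arrays. The labels were kept, and without passage 12 there were 24 DE genes with CNCMI-4317, 20 with rosiglitazone and 83 between them, and 0 in either comparison with CNCMI-2493 (limma).

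The hypoxia genes were higher as a group with CNCMI-4317, and the paper lists HIF1α signalling among the pathways of its DE genes. The median of the list's differences within passages was above 0 in 7 of 7 passages, although in passage 2 by 4.4e-04. Such differences leave out level differences between passages from the start. They therefore show only that the rise did not rest on a few passages. Background correction was excluded as an explanation, with an adjusted p of 0.00238 in camera without it (estimated correlation). Over the other alternatives the adjusted p of the list ranged from 1.5e-15 with the replicate number as a block to 0.00323 with an estimated correlation. A response to either strain was tested with CNCMI-4317 against CNCMI-2493, where the adjusted p was 0.0192 with an estimated correlation and ranged from 7.8e-18 in camera to 0.0518 in fry. A biological cause remains a hypothesis, as the pattern was found and tested in the same arrays and oxygen was not measured.

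Of the genes DE with CNCMI-4317, 2 are not in Table 1: the zinc finger genes ZSWIM4 (0.61, while its other probe gave -0.10) and ZSCAN2 (0.38, while its other probes gave 0.13 and 0.06). With rosiglitazone 8 are not in Table 1: the readthrough gene GCOM1 (1.47), the choline kinase CHKA (0.71), the acyl-CoA thioesterase ACOT11 (0.65), the transcription factor KLF4 (0.66), the acyl-CoA synthetase ACSM3 (0.49), the RNA-binding protein RBMS1 (0.58), the transcriptional regulator TSC22D1 (0.58) and GABRE (0.56), a subunit of the GABA receptor. These are values of DE probes, and the brightest probes of ZSCAN2, ACSM3 and TSC22D1 gave 0.06, 0.35 and 0.45 and were not DE. The probe of GCOM1 that was brightest in the negative control gave 0.01 (adjusted p = 0.994).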

How the results depend on the processing

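Which changes of the lists and of single genes count as a turn of direction was set only after the results were seen, and so was the alternative that averages probes of Fiaf. The alternatives below are otherwise those listed with the methods, and the cause of a changed result was not tested. Slide as a block was not run, as the files used here give no slide. The further deposited table cannot be read as expression levels with certainty, so directions that turn with it do not show that expression does.

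The count of DE genes with CNCMI-4317 (32) stayed within 1.5 times with the interquartile range filter (34), the stricter detection filter (48), the q-value (34) and eBayes with trend and robust (35), and that with rosiglitazone (18) with these (20, 21, 18 and 17), with no filter (16), with passage as a random block (17) and with 1 probe per gene (26). For CNCMI-2493 against the negative control or CNCMI-4317, 0 genes were DE in limma under every alternative run. The probes at an unadjusted p under 0.05 numbered 761 and 1241 in the main analysis, and from 356 and 582 with 1 probe per gene to 4238 and 3491 with the replicate number as a block. That number does not pair the passages of the treatments, so the last counts hold differences between passages as well. Of 77 results of single genes, 60 could be tested with the stricter detection filter and 69 with the further deposited table and the interquartile range filter. Under every alternative that tested them, 70 kept their direction and 1 of the 64 DE ones stayed DE, GCOM1 between CNCMI-4317 and rosiglitazone. Passages of arrays left out in turn gave 7 to 30 DE genes with CNCMI-4317, 10 to 20 with rosiglitazone and 41 to 83 between them, and of Table 1 genes 7 to 27 and 5 to 11. For CNCMI-4317, without passage 6, 7, 10, 13, 14 or 15 the DE genes were 15, 7, 12, 9, 8 or 7, and those of Table 1 were 14, 7, 12, 9, 8 or 7. For rosiglitazone, without passage 1 or 2 they were 11 or 10, and those of Table 1 were 5 or 6. Between the treatments, without passage 7, 14 or 15 they were 50, 46 or 41. Without any 1 replicate of CNCMI-2493 the ranges were 23 to 28, 16 to 20 and 75 to 83, and for Table 1 23 to 27 and 10 to 11. The rise of Fiaf stayed DE with any passage left out, at 1.28 to 1.59 with CNCMI-4317 (adjusted p from 1.7e-05 to 0.00485) and 1.42 to 1.62 with rosiglitazone (adjusted p from 1.5e-05 to 4.7e-04). Over the other alternatives its adjusted p ranged from 2.5e-05 to 0.998 with CNCMI-4317 and from 1.5e-06 to 0.414 with rosiglitazone.

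With the further deposited table the DE genes numbered 0 for CNCMI-4317 and 0 for rosiglitazone, 0 were shared by CNCMI-4317 and rosiglitazone, and the DE genes of Table 1 numbered 0 for CNCMI-4317 and 0 for rosiglitazone. Under the same setting, 4828 probes differed between passages, 1 probe differed between treatments, the lists past the threshold numbered 1 for rosiglitazone, 0 for CNCMI-2493 and 2 for CNCMI-4317 against rosiglitazone, the difference of Fiaf, no longer past the threshold, was 0.67 for CNCMI-4317 (adjusted p = 0.976) and 0.95 for rosiglitazone (adjusted p = 0.385), and the r of the differences was 0.363 for CNCMI-4317 and rosiglitazone. PPAR targets (adjusted p = 0.00278) passed for CNCMI-4317. Immediate early genes (adjusted p = 0.47) and carbohydrate metabolism (0.0731) no longer passed for CNCMI-4317. Sterol and fatty acid synthesis (adjusted p = 0.957), NRF2 oxidative stress targets (0.0877) and oxidative phosphorylation (0.458) turned direction for CNCMI-4317. Hypoxia response (adjusted p = 0.948), immediate early genes (0.948), carbohydrate metabolism (0.716), interferon response (0.398), cell cycle (0.926), Wnt targets (0.948), heat shock proteins (0.948), oxidative phosphorylation (0.716) and fibroblast and leukocyte markers (0.948) turned direction for rosiglitazone. The p53 targets (adjusted p = 0.716) no longer passed for rosiglitazone. Hypoxia response (adjusted p = 0.762), immediate early genes (0.542), cell cycle (0.542) and glucocorticoid targets (0.542) no longer passed for CNCMI-2493. Sterol and fatty acid synthesis (adjusted p = 0.927) turned direction for CNCMI-2493. PPAR targets (adjusted p = 0.939), immediate early genes (0.516), sterol and fatty acid synthesis (0.516), carbohydrate metabolism (0.516) and glucocorticoid targets (0.310) no longer passed for CNCMI-4317 against rosiglitazone. Fiaf (-0.0017) and ARRDC3 (-0.027) for CNCMI-4317 against CNCMI-2493, EGR1 (-0.36), MOAP1 (-0.16), NAT16 (-0.22) and ZSCAN2 (-0.14) for CNCMI-4317, EGR1 (-0.028) for CNCMI-2493, and ZFP36 (-0.086) for CNCMI-4317 against rosiglitazone turned direction.

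With that table and the interquartile range filter the DE genes numbered 0 for CNCMI-4317 and 0 for rosiglitazone, 0 were shared by CNCMI-4317 and rosiglitazone, and the DE genes of Table 1 numbered 0 for CNCMI-4317 and 0 for rosiglitazone. Under the same setting, the difference of Fiaf, no longer past the threshold, was 0.67 for CNCMI-4317 (adjusted p = 0.998) and 0.95 for rosiglitazone (adjusted p = 0.414). Fiaf (-0.0017) and ARRDC3 (-0.027) for CNCMI-4317 against CNCMI-2493, EGR1 (-0.36) and NAT16 (-0.22) for CNCMI-4317, EGR1 (-0.028) for CNCMI-2493, and ZFP36 (-0.086) for CNCMI-4317 against rosiglitazone turned direction.

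With no background correction the DE genes numbered 55 for CNCMI-4317 and 28 for rosiglitazone, 2 were shared by CNCMI-4317 and rosiglitazone, and the DE genes of Table 1 numbered 48 for CNCMI-4317 and 16 for rosiglitazone.

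With no filter on dim probes the DE genes numbered 15 for CNCMI-4317, and the DE genes of Table 1 numbered 14 for CNCMI-4317.

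With no replicate block, that is without passage in the model, the DE genes numbered 0 for CNCMI-4317, 4 for rosiglitazone and 6 for CNCMI-4317 against rosiglitazone, 0 were shared by CNCMI-4317 and rosiglitazone, and the DE genes of Table 1 numbered 0 for CNCMI-4317 and 1 for rosiglitazone. Under the same setting, 5 probes differed between treatments, the lists past the threshold numbered 3 for CNCMI-4317 and 5 for CNCMI-4317 against CNCMI-2493, the difference of Fiaf, no longer past the threshold, was 1.48 for CNCMI-4317 (adjusted p = 0.596) and 1.56 for rosiglitazone (adjusted p = 0.118), and the r of the differences was 0.301 for CNCMI-4317 and rosiglitazone and 0.560 for CNCMI-4317 and CNCMI-2493. Carbohydrate metabolism (adjusted p = 0.514) and glucocorticoid targets (0.0648) no longer passed for CNCMI-4317. NF-kB and inflammatory genes (adjusted p = 0.886), interferon response (0.581), p53 targets (0.584), heat shock proteins (0.912), enterocyte markers (0.906) and goblet cell markers (0.502) turned direction for CNCMI-4317. The p53 targets (adjusted p = 0.499) no longer passed for rosiglitazone. Hypoxia response (adjusted p = 0.668) and cell cycle (0.497) turned direction for CNCMI-2493. Sterol and fatty acid synthesis (adjusted p = 0.661) and glucocorticoid targets (0.863) no longer passed for CNCMI-2493. Carbohydrate metabolism (adjusted p = 0.265), cell cycle (0.426) and glucocorticoid targets (0.254) no longer passed for CNCMI-4317 against rosiglitazone.

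With passage as a number the DE genes numbered 0 for CNCMI-4317, 6 for rosiglitazone and 8 for CNCMI-4317 against rosiglitazone, 0 were shared by CNCMI-4317 and rosiglitazone, and the DE genes of Table 1 numbered 0 for CNCMI-4317 and 3 for rosiglitazone. Under the same setting, the difference of Fiaf, no longer past the threshold, was 1.39 for CNCMI-4317 (adjusted p = 0.236).

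With passage as a random replicate block the DE genes numbered 17 for CNCMI-4317 and 44 for CNCMI-4317 against rosiglitazone, and the DE genes of Table 1 numbered 15 for CNCMI-4317.

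With the replicate number of the labels as the replicate block the DE genes numbered 4 for CNCMI-4317, 6 for rosiglitazone and 19 for CNCMI-4317 against rosiglitazone, the DE genes of Table 1 numbered 4 for CNCMI-4317 and 3 for rosiglitazone, and the lists past the threshold numbered 6 for CNCMI-4317 against CNCMI-2493. For CNCMI-4317, carbohydrate metabolism (adjusted p = 0.368) no longer passed. For CNCMI-4317, NF-kB and inflammatory genes (adjusted p = 0.827), interferon response (0.605), p53 targets (0.474), heat shock proteins (0.873), enterocyte markers (0.873) and goblet cell markers (0.431) turned direction. For rosiglitazone, p53 targets (adjusted p = 0.451) no longer passed. For CNCMI-2493, hypoxia response (adjusted p = 0.316), sterol and fatty acid synthesis (0.57) and glucocorticoid targets (0.619) no longer passed. For CNCMI-2493, cell cycle (adjusted p = 0.0490) turned direction. For CNCMI-4317 against rosiglitazone, carbohydrate metabolism (adjusted p = 0.177), cell cycle (0.489) and glucocorticoid targets (0.111) no longer passed.

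With only the groups compared the DE genes numbered 5 for CNCMI-4317, 10 for rosiglitazone and 6 for CNCMI-4317 against rosiglitazone, and the DE genes of Table 1 numbered 5 for CNCMI-4317 and 6 for rosiglitazone.

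With arrayWeights the DE genes numbered 60 for CNCMI-4317 and 37 for rosiglitazone.

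With 1 probe per gene before the test the DE genes numbered 64 for CNCMI-4317, and the DE genes of Table 1 numbered 46 for CNCMI-4317.

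In camera with an estimated correlation the lists past the threshold numbered 3 for CNCMI-4317, 1 for rosiglitazone, 1 for CNCMI-2493 and 3 for CNCMI-4317 against rosiglitazone. For CNCMI-4317, carbohydrate metabolism (adjusted p = 0.367) and cell cycle (0.0561) no longer passed. For rosiglitazone, cell cycle (adjusted p = 0.414) and p53 targets (0.0823) no longer passed. For CNCMI-2493, hypoxia response (adjusted p = 0.461), sterol and fatty acid synthesis (0.133), cell cycle (0.443) and glucocorticoid targets (0.131) no longer passed. For CNCMI-4317 against rosiglitazone, PPAR targets (adjusted p = 0.0504), carbohydrate metabolism (0.342), cell cycle (0.342) and glucocorticoid targets (0.0921) no longer passed.

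In fry the lists past the threshold numbered 1 for CNCMI-2493 and 0 for CNCMI-4317 against CNCMI-2493. Sterol and fatty acid synthesis (adjusted p = 0.0281) and Wnt targets (0.0176) passed for CNCMI-4317. Carbohydrate metabolism (adjusted p = 0.254) no longer passed for CNCMI-4317. Cell cycle (adjusted p = 0.173) no longer passed for rosiglitazone. Hypoxia response (adjusted p = 0.412), sterol and fatty acid synthesis (0.375), cell cycle (0.494) and glucocorticoid targets (0.123) no longer passed for CNCMI-2493. Hypoxia response (adjusted p = 0.0518) no longer passed for CNCMI-4317 against CNCMI-2493. Carbohydrate metabolism (adjusted p = 0.183) and cell cycle (0.0994) no longer passed for CNCMI-4317 against rosiglitazone.

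Without the members that Table 1 holds the lists past the threshold numbered 3 for CNCMI-4317, 1 for rosiglitazone, 2 for CNCMI-2493 and 3 for CNCMI-4317 against rosiglitazone. For CNCMI-4317, carbohydrate metabolism (adjusted p = 0.469) and glucocorticoid targets (0.699) no longer passed. For CNCMI-4317, integrated stress response (adjusted p = 0.978) turned direction. For rosiglitazone, cell cycle (adjusted p = 0.0988) and p53 targets (0.166) no longer passed. For rosiglitazone, NRF2 oxidative stress targets (adjusted p = 0.786) turned direction. For CNCMI-2493, hypoxia response (adjusted p = 0.742), cell cycle (0.299) and glucocorticoid targets (0.640) no longer passed. For CNCMI-4317 against rosiglitazone, PPAR targets (adjusted p = 0.119), carbohydrate metabolism (0.0668), cell cycle (0.474) and glucocorticoid targets (0.959) no longer passed.

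With controls split by passage the r of the differences was 0.0614 for CNCMI-4317 and rosiglitazone and 0.160 for CNCMI-4317 and CNCMI-2493.

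At an unadjusted p under 0.05 in limma, the settings with 0 DE genes gave for CNCMI-4317 1201 probes with the further deposited table, 1683 with its interquartile range filter, 920 without passage and 1351 with passage as a number, and for rosiglitazone 2844 and 3612 with that table. With controls of other passages for CNCMI-4317 and for rosiglitazone, an alternative chosen after seeing the data, 0 and 0 genes were DE in limma in 1 split (2005 and 1324 probes at an unadjusted p under 0.05) and 0 and 2 in the other (1034 and 1053 probes), with 0 shared. The share of higher genes among the DE genes between CNCMI-4317 and rosiglitazone was 64.6% here, and 0% with the further deposited table, where 3 of the 82 genes were among its 67. That share was 16.7% without passage (1 of 6), 12.5% with passage as a number (1 of 8), 47.4% with the replicate number as a block (9 of 19) and 52.3% with passage as a random block (23 of 44). For CNCMI-4317 that share was 75% here, 67.3% with no background correction, 100% with no filter and 58.8% with passage as a random block. Under the replicate number as a block in place of passage, 34 of the 77 results of single genes stayed the same. As a hint from the data, 6 of 28 arrays correlated best with an array of their replicate number and 9 of 28 with an array of their passage.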

Differences from the paper's values

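The alternative that averages probes of Fiaf was chosen only after the result was seen.

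The paper gives 63 DE genes with CNCMI-4317, and 32 were found here. Among the alternatives set before the data were examined, 1 probe per gene before the test (64), arrayWeights (60), no background correction (55) and the stricter detection filter (48) came within 1.5 times of the value of the paper. The others did not: the further deposited table alone or with the interquartile range filter (0 and 0), no filter (15), the interquartile range filter (34), passage left out (0), as a number (0) or as a random block (17), the replicate number as a block (4), only the groups compared (5), the q-value (34), eBayes with trend and robust (35), each passage left out (7 to 30) and each CNCMI-2493 replicate left out (23 to 28). Where 0 genes were DE in limma, 1201, 1683, 920 and 1351 probes had an unadjusted p under 0.05, in the order given. With rosiglitazone 18 genes were DE and the paper gives 21, which the stricter detection filter gave as well.

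All 58 genes of Table 1 tested for CNCMI-4317 and all 18 for rosiglitazone moved in the direction that the paper gives, and 30 and 10 were DE here. More of them were DE with no background correction (48 and 16), 1 probe per gene (46 and 14), arrayWeights (45 and 15), the stricter detection filter (41 and 11), eBayes with trend and robust (33 and 11) and the interquartile range filter (31 and 13), and for CNCMI-4317 with the q-value (31). Fold changes were within 1.5 times of those of Table 1 for 56 of 58 and 17 of 18 genes, the exceptions being Fiaf in both and ANKRD37 with CNCMI-4317. With no background correction they were so for 58 of 58 and 18 of 18, and for 43 and 8 genes the difference from Table 1 was under 0.02 on the log2 scale.

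For Fiaf with CNCMI-4317 the paper gives a fold change of 1.63, and 2.69 was found here. Of the alternatives set before the data were examined, the further deposited table, which may not hold expression levels, gave 1.6, with and without the interquartile range filter, no background correction 2.12, arrayWeights 2.44 and leaving out passage 10 2.43, all within 1.5 times of it. The other alternatives gave 2.49 to 3.02. Without background correction and with the mean of the 2 brightest probes of Fiaf, an alternative chosen after seeing the values, the fold change was 1.63 (0.70, adjusted p = 4.9e-04), and it drops 0 of the calls of the paper that it was run on, which are those of Fiaf. With rosiglitazone it gave 0.71 (adjusted p = 1.7e-04). Over the alternatives that leave out no passage or replicate, the adjusted p of Fiaf in limma ranged from 2.5e-05 to 0.998 with CNCMI-4317 and from 1.5e-06 to 0.414 with rosiglitazone.

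For DDIT4 the paper gives an adjusted p of 0.003, and it was 0.00122 here. Values within 1.5 times came with the interquartile range filter (0.00381), with only the groups compared (0.00379), without passage 1 (0.00207), 10 (0.00425) or 12 (0.00218) and without CNCMI-2493 replicate 1 (0.00216), 2 (0.00228) or 4 (0.00218), and no other alternative gave such a value. For BHLHE40 the paper gives 0.0005, and it was 0.00100 here, with 5.0e-04 for 1 probe per gene and values further off under the other alternatives (8.4e-06 without passage 2 to 1.00 without passage in the model).

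The paper names Ddit4, Bhlhe40, Adm and Fiaf as the most activated genes with CNCMI-4317. Here ANKRD37 came first among the 24 higher genes, followed by DDIT4, Fiaf and BHLHE40, and ADM was 10th. With no background correction DDIT4, Fiaf and BHLHE40 came first, ANKRD37 was 4th and ADM 5th. The paper finds 1 gene shared by CNCMI-4317 and rosiglitazone, and so did the tests here, while no background correction gave 2. The further deposited table, passage left out and passage as a number gave 0 shared genes, as CNCMI-4317 had 0 DE genes there.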

Other observations

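The tests of single list members outside the rule for named genes were chosen only after the result was seen. Rosiglitazone raised a transcript that the paper does not discuss. GCOM1 joins MYZAP, a protein of cell junctions, to POLR2M, a subunit of RNA polymerase II, and its probe with the largest difference rose by 1.03 to 1.82 in the 8 passages. The probe of MYZAP stood at 0.53 (SE 0.13, adjusted p = 0.15) and those of POLR2M lay between -0.10 and 0.07, so the rise was not seen along the whole locus. Rosiglitazone also raised KRT80, a keratin of differentiating epithelia, by 0.51 (SE 0.09, adjusted p = 0.0092; its other probe, at 7.14 against 7.27 in the negative control, gave 0.27 with an adjusted p of 0.695), RALGPS2, an exchange factor of Ral GTPases, by 0.66 (SE 0.09, adjusted p = 5.3e-04) and TMEM139, a membrane protein, by 0.70 (SE 0.13, adjusted p = 0.014). With CNCMI-4317 the apoptosis gene MOAP1 (0.45) and the acetyltransferase NAT16 (0.47) rose, and the ribosome biogenesis factor LTO1 (-0.52), the splicing factor RBM5 (-0.51) and the nuclear receptor coregulator NCOA5 (-0.47) fell.

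Between CNCMI-2493 and the negative control, the genes with the smallest p, none of them DE, were EGR3, EGR1, CSRNP1 (0.52), the phosducin-like protein PDCL (-0.46) and ANKRD26 (-0.46). Between the bacterial strains they were the kinase STK38 (-0.59), Fiaf, PIM1 (0.67), ARRDC3 (0.56) and SPRY1 (0.61), an inhibitor of growth factor signalling.

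With CNCMI-4317 the other lists did not pass camera. Of 20 p53 targets 1 was higher, GDF15 (adjusted p = 0.980), and over the list alone 2 were higher (with GADD45A at 0.34) and 2 lower (AEN at -0.41 and SESN2 at -0.28). Of 24 genes of the integrated stress response 1 was higher (1 higher and 1 lower over the list alone, adjusted p = 0.780). Of 12 Wnt targets AXIN2 was lower, and over the list alone also ZNRF3 at -0.39 (adjusted p = 0.0721, and over the alternatives from 0.0176 in fry to 0.469 without the members in Table 1). No member was DE among 18 NRF2 targets (adjusted p = 0.969), 12 heat shock proteins (0.890), 4 enterocyte markers (0.969), 5 goblet cell markers (0.696) and 6 fibroblast and leukocyte markers (0.642), nor over the list alone.

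With rosiglitazone the lists of the cell cycle and of p53 targets were lower in camera. Of 40 cell cycle genes none was DE, also over the list alone (adjusted p = 0.0207, and adjusted p = 0.414 with an estimated correlation). Of 20 p53 targets none was DE, and over the list alone 2 were lower, GDF15 and TP53INP1 at -0.42 (adjusted p = 0.0396, and adjusted p = 0.0823 with an estimated correlation). The adjusted p was 0.365 for immediate early genes (KLF4 higher), NF-kB and inflammatory genes (IRAK2 higher), interferon response, Wnt targets, enterocyte markers and fibroblast and leukocyte markers, 0.566 for the integrated stress response, 0.836 for NRF2 targets and heat shock proteins, 0.774 for glucocorticoid targets and 0.907 for goblet cell markers. Over the list alone HMOX1 (0.41) and SQSTM1 (0.26) among NRF2 targets and FABP1 and KRT20 (0.41) among enterocyte markers were higher, and 1 gene of the integrated stress response was lower.

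With CNCMI-2493 the lists of hypoxia genes and glucocorticoid targets were higher and those of sterol synthesis and the cell cycle lower in camera (adjusted p = 0.0325 each), but with an estimated correlation the adjusted p were 0.461, 0.131, 0.133 and 0.443. Between the bacterial strains immediate early genes had an adjusted p of 0.0620 (0.536 with an estimated correlation). Between CNCMI-4317 and rosiglitazone 9 of 36 immediate early genes were higher (14 higher and 2 lower over the list alone, adjusted p = 8.6e-11, and adjusted p = 0.00870 with an estimated correlation). Carbohydrate metabolism (2 of 39 higher, adjusted p = 0.0442), the cell cycle (none of 40, adjusted p = 0.0442) and glucocorticoid targets (2 of 10 higher, adjusted p = 0.0473) had adjusted p of 0.342, 0.342 and 0.0921 with an estimated correlation. In simulated data 0 of 19 unchanged lists passed in camera in each comparison. The simulated noise was independent between probes, so this does not test false calls that come from correlation between genes.

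For CNCMI-4317 against the negative control, 2 of 100 splits of the arrays, the real one among them, reached the 32 genes. The highest other split gave 157, so these splits alone do not exclude chance. That split may point to a structure of the samples, which was not tested. Only the real split reached the count for rosiglitazone (18 genes, 1 of 100, highest other 1) and for CNCMI-4317 against rosiglitazone (82 genes, 1 of 100, highest other 1). All these splits break up the pairing by passage. With labels swapped within passages, which keeps the pairing, only the real labels reached the count in each of these comparisons, so chance was an unlikely explanation. The highest other counts there were 1 (1 of 64 swaps), 2 (1 of 100) and 12 (1 of 64). For the comparisons with CNCMI-2493, 0 genes were DE in limma (761 and 1241 probes at an unadjusted p under 0.05), which every split reaches (100 of 100 in each, highest other 1 and 38), so that the splits say nothing about chance there.

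The differences of the bacterial strains from their shared negative control correlated across probes with an r of 0.412, where simulated unchanged groups gave 0.441, and the covariance was 0.00871, as in the simulation (0.00871). With split control arrays r was 0.160, and without 1 passage it ranged from 0.30 to 0.467, while for CNCMI-4317 and rosiglitazone it ranged from 0.329 to 0.459 (probes are not independent replicates).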
